# Pregnancy-Induced Noncoding RNA (*PINC*) Associates with Polycomb Repressive Complex 2 and Regulates Mammary Epithelial Differentiation

**DOI:** 10.1371/journal.pgen.1002840

**Published:** 2012-07-26

**Authors:** Amy N. Shore, Elena B. Kabotyanski, Kevin Roarty, Martin A. Smith, Yiqun Zhang, Chad J. Creighton, Marcel E. Dinger, Jeffrey M. Rosen

## Abstract

Pregnancy-induced noncoding RNA (*PINC*) and retinoblastoma-associated protein 46 (*RbAp46*) are upregulated in alveolar cells of the mammary gland during pregnancy and persist in alveolar cells that remain in the regressed lobules following involution. The cells that survive involution are thought to function as alveolar progenitor cells that rapidly differentiate into milk-producing cells in subsequent pregnancies, but it is unknown whether *PINC* and RbAp46 are involved in maintaining this progenitor population. Here, we show that, in the post-pubertal mouse mammary gland, *mPINC* is enriched in luminal and alveolar progenitors. *mPINC* levels increase throughout pregnancy and then decline in early lactation, when alveolar cells undergo terminal differentiation. Accordingly, *mPINC* expression is significantly decreased when HC11 mammary epithelial cells are induced to differentiate and produce milk proteins. This reduction in *mPINC* levels may be necessary for lactation, as overexpression of *mPINC* in HC11 cells blocks lactogenic differentiation, while knockdown of *mPINC* enhances differentiation. Finally, we demonstrate that *mPINC* interacts with RbAp46, as well as other members of the polycomb repressive complex 2 (PRC2), and identify potential targets of *mPINC* that are differentially expressed following modulation of *mPINC* expression levels. Taken together, our data suggest that *mPINC* inhibits terminal differentiation of alveolar cells during pregnancy to prevent abundant milk production and secretion until parturition. Additionally, a PRC2 complex that includes *mPINC* and RbAp46 may confer epigenetic modifications that maintain a population of mammary epithelial cells committed to the alveolar fate in the involuted gland.

## Author Summary

During pregnancy, epithelial cells of the mammary gland begin to undergo differentiation into functional alveolar cells that, during lactation, will produce and secrete milk proteins, thereby providing nourishment to offspring. Following lactation, the majority of alveolar cells die and the mammary gland remodels to a pre-pregnancy-like state in a process called involution. However, some alveolar cells survive involution, and these cells are thought to serve as alveolar progenitors that are able to rapidly proliferate and differentiate into milk-producing cells in subsequent pregnancies. Keeping alveolar cells from undergoing terminal differentiation during pregnancy and involution is vital for the preservation of an alveolar progenitor population. Here, we show that the long noncoding RNA, *PINC*, is downregulated in the mammary gland between late pregnancy and early lactation, when alveolar cells begin to terminally differentiate. This reduction of *PINC* levels may be necessary for lactation, as overexpression of *PINC* inhibits differentiation, while knockdown of *PINC* enhances differentiation of mammary epithelial cells. Finally, we find that *PINC* interacts with the chromatin-modifying complex PRC2, suggesting epigenetic regulation may be involved in maintaining alveolar progenitors in the pregnant and involuting mammary gland. These results emphasize the potential importance of lncRNA-PRC2 involvement in regulating cell fate during development.

## Introduction

Noncoding RNAs (ncRNAs) are emerging as significant players in the regulatory circuitry of the cell, rivaling their protein-coding counterparts. Accumulating data have revealed the functional diversity of ncRNAs, in particular long noncoding RNAs (lncRNAs), and their relevance in regulating development and disease [1]–[6]. Previous efforts to understand the function of noncoding RNAs have predominantly focused on small/short RNAs (<200 nucleotides). However, in the past few years there has been an increased focus on lncRNAs, as large-scale analyses have revealed the abundance of these molecules in more complex organisms [7]–[11]. While initial reports of the pervasive noncoding transcription found in the eukaryotic genome were met with skepticism, experimental evidence has shown that many of these lncRNAs are expressed in tissue- and cell-specific patterns in development, suggestive of their functionality [12]–[14]. In addition, knockdown and overexpression studies have shown that an increasing number of lncRNAs play important roles in regulating a diverse spectrum of processes, including splicing [15], transcription [16], localization [17], and organization of subcellular compartments [18].

As more lncRNAs are discovered, functional categorization based on properties such as expression, localization and mechanism allow us to better predict the roles of newly discovered lncRNAs, and have vastly facilitated our understanding of those already known. One recurring feature of an emerging class of lncRNAs is an association with chromatin-modifying complexes. In fact, as many as 38% of large intergenic noncoding RNAs (lincRNAs) have been shown to interact with various chromatin-modifying complexes and 24% specifically interact with polycomb repressive complex 2 (PRC2) [19]. In addition, a recent study has identified thousands more lncRNAs that associate with PRC2, many of which do not fall into the lincRNA category [20]. PRC2 recruitment results in trimethylation of histone H3 at lysine 27 (H3K27), leading to chromatin compaction and transcriptional repression of associated genes. The role of PRC2 in the epigenetic regulation of cohorts of genes involved in the maintenance of cellular identity and differentiation during tissue development is well documented [21]. While the functional importance of the abundant association of lncRNAs with these complexes has, in most cases, not yet been validated, several lncRNAs have been shown to be necessary for targeting PRC2 to specific loci either in *cis* or in *trans*, thereby altering gene expression [13], [22]–[24].

Post-pubertal mammary gland development involves hormonally-regulated expansion and regression of the mammary epithelium as the gland undergoes the processes of pregnancy, lactation and involution [25]–[28]. During pregnancy, mammary epithelial cells (MECs) proliferate and begin to differentiate into highly specialized alveolar cells through a process known as alveologenesis. Terminal differentiation is delayed until parturition, when alveolar cells gain the capacity to produce and secrete the high levels of milk protein necessary for lactation. Following lactation, the majority of differentiated alveolar cells undergo apoptosis and the gland remodels to a pre-pregnancy state in a process called involution. However, a small population of partially committed alveolar cells remains in the involuted gland and functions as alveolar progenitor cells that rapidly differentiate into milk-producing cells in subsequent pregnancies [29]. Although several signaling pathways are known to play a role in the stepwise progression of alveologenesis [30]–[32], the molecular mechanisms that maintain alveolar progenitors in the pregnant and involuting gland are unknown. The maintenance of stem and progenitor populations has been proposed to require epigenetic modifications to stably suppress differentiation, a function well suited for a histone-modifying complex such as PRC2 [33], [34].

Previously, our laboratory identified *P*regnancy-*I*nduced *N*on*C*oding RNA (*PINC*) and retinoblastoma-associated protein 46 (*RbAp46*) as genes that are elevated in the involuted rat mammary gland compared to an age-matched virgin gland [35]. *PINC* and *RbAp46*, a member of PRC2, were shown to be highly expressed in alveolar cells of the pregnant gland and in MECs that remain in the regressed lobules following involution. *PINC* is a mammalian-specific, evolutionary conserved, alternatively spliced and polyadenylated lncRNA. Initial *in vitro* studies of mouse *PINC* (*mPINC*) splice forms, *mPINC1.0* and *mPINC1.6*, showed potential roles in the regulation of survival and cell cycle progression of mammary epithelial cells [36]. However, the developmental regulation of *PINC* and *RbAp46* in the post-pubertal mammary gland, as well as their cell-type specificity, suggest they may play a more specialized role in alveologenesis. Therefore, the objective of this study was to evaluate a role for *mPINC* in regulating alveolar development and investigate a potential interaction of *mPINC* and RbAp46.

In the present study, we show that *mPINC* expression declines in the mammary gland during the transition from late pregnancy to early lactation as well as in response to lactogenic hormone-induced differentiation of the HC11 mammary epithelial cell line. We also show that overexpression of *mPINC* blocks lactogenic differentiation, while knockdown of *mPINC* enhances lactogenic differentiation of HC11 cells. In addition, we provide evidence for an interaction between *mPINC* and RbAp46, as well as other members of PRC2. Finally, we identify potential *mPINC* targets that are differentially expressed following modulation of *mPINC* levels. Taken together, these data suggest that *mPINC* inhibits differentiation of alveolar cells and that *mPINC* downregulation is necessary during lactation to allow alveolar cells to undergo terminal secretory differentiation. Additionally, a PRC2 complex that includes *mPINC* and RbAp46 may provide the epigenetic modifications that maintain a progenitor population of MECs committed to an alveolar fate in the pregnant and involuted gland.

## Results

### *mPINC* is alternatively spliced and differentially regulated in the post-pubertal mouse mammary gland

*PINC* was initially isolated from the rat mammary gland. We therefore decided to investigate the localization and expression levels of *PINC* in the mouse. Previously, we identified two *mPINC* splice forms, *mPINC1.0* and *mPINC1.6*, based on available EST data [36]. To analyze expression of *mPINC* during post-pubertal mouse mammary development, RT-PCR was performed using primers at the extreme ends of each splice form. We found that *mPINC* levels were low in the virgin gland, increased during pregnancy, declined in early lactation, and increased again in early involution (Figure 1A). Unexpectedly, *mPINC1.0* and *mPINC1.6* RT-PCR amplified multiple bands, indicating each splice form may be further spliced. Each band was cloned and sequenced, which verified that there are at least three *mPINC1.0* splice forms and six *mPINC1.6* splice forms. Of the six *mPINC1.6* splice forms, three lack the highly conserved region of the unique terminal exon of *mPINC1.6* and were therefore designated *DCR2* (deleted conserved region 2) (Figure 1B).

**Figure 1:**
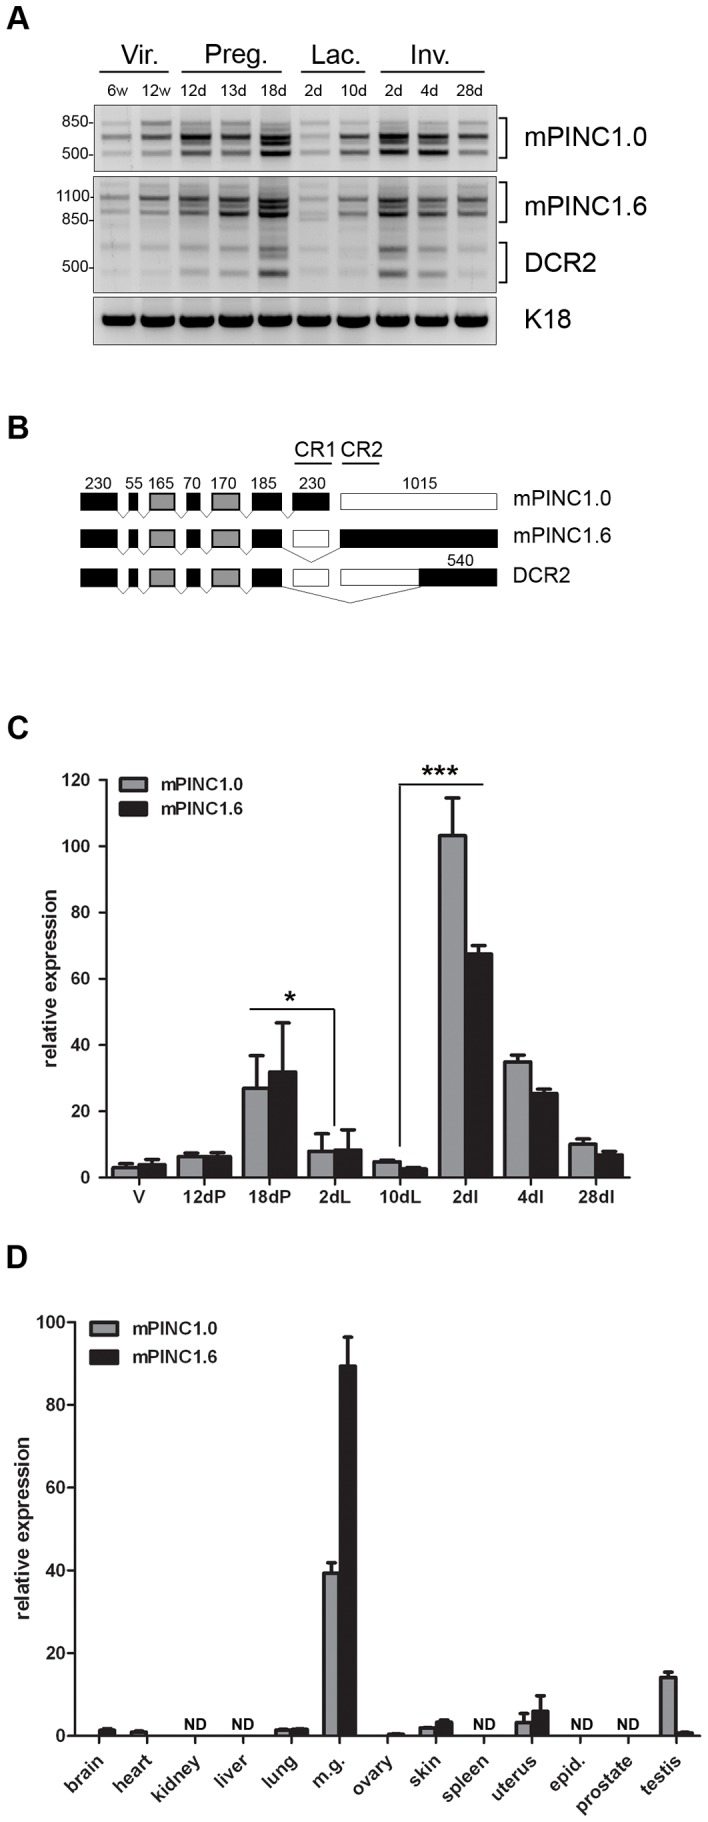
*mPINC* expression peaks in the late pregnant and early involuting gland. (A) RT-PCR shows multiple splice forms of *mPINC1.0* and *mPINC1.6* are expressed during mammary gland development. Primers designed to the extreme ends of *mPINC1.0* and *mPINC1.6* were used to amplify cDNA from mammary gland developmental stages. (w Vir.: weeks old virgin, d Preg.: days pregnancy, d Lac.: days lactation, d Inv.: days involution). PCR products were sequenced and found to be new splice forms of *mPINC*, including a new splice variant of *mPINC1.6* called *DCR2*, for deleted conserved region 2. (B) Schematic diagram of *mPINC* exonic structure. Black boxes represent exons that are always included, grey boxes are sometimes included and clear boxes are never included. Nucleotide length is indicated above each exon along with black lines that overlap the most conserved regions of the *PINC* locus, CR1 and CR2. Exon 6 sometimes has an additional 24 nucleotides at the 3′ end in the *mPINC1.0* and *mPINC1.6* splice forms. This alternative splice site does not correlate with the inclusion/exclusion of any particular exon and its function is unknown. (C) qPCR shows *mPINC* is highest during late pregnancy and early involution. Mammary glands were harvested from 3 female Balb/c mice for each stage (V: adult virgin, dP: days pregnant, dL: days lactation, dI: days involution). Target genes were normalized to *Actb* and set relative to levels in the virgin mammary gland. (D) *mPINC* expression is most abundant in the mammary gland. Tissues were harvested from three 10 week old virgin Balb/c female mice and testis, epididymis, and prostate was harvested from three 12 week old male Balb/c mice. ND indicates tissues in which *mPINC* was not detected by qPCR. Target genes were normalized to *Actb* and set relative to levels in the lung.

The RT-PCR data suggest that *mPINC1.0* and *mPINC1.6* levels are coordinately regulated during mammary gland development. We, therefore, performed quantitative PCR (qPCR) to more precisely quantify expression levels of *mPINC* splice forms. Both *mPINC1.0* and *mPINC1.6* increased throughout pregnancy and then declined between day 18 of pregnancy and day 2 of lactation (Figure 1C). Expression increased again at day 2 of involution, declining thereafter until 28 days post-involution, where both splice forms were still elevated compared to the virgin gland. These data are in agreement with previous observations from the rat mammary gland and verify that *mPINC* splice forms are, in general, coordinately regulated during mammary gland development.

*PINC* shows mammalian-specific conservation and previously *PINC* expression was found to be largely restricted to the mammary gland in the rat [36]. As mentioned above, there are only two mouse ESTs related to *PINC* in the GenBank database and they are both from mammary gland libraries. To obtain a more thorough analysis of *PINC* expression in the mouse, qPCR was performed using RNA isolated from a diverse range of tissues. The results showed that *mPINC* was expressed at very low levels in non-mammary tissues compared to virgin mammary gland, including the uterus and testis (Figure 1D). Interestingly, these two tissues undergo hormone-dependent cyclical expansion and regression in the adult, like the mammary gland. However, *mPINC* was greatly enriched in the virgin mammary gland compared to other mouse tissues, and is especially high in the pregnant and involuting mammary gland, suggesting it may have a more specialized role in mammary gland development.

### *mPINC* is upregulated in the luminal cells during pregnancy and is enriched in luminal and alveolar progenitors

*mPINC* is expressed at low levels in the virgin mammary gland and is upregulated throughout pregnancy, however, the cell-type specificity of *mPINC* is unknown. The mammary gland contains two general populations of epithelial cells: basal and luminal [26]. Basal cells include myoepithelial cells, which are contractile and necessary for milk secretion during lactation, as well as a population of stem cells. Luminal cells are comprised of a population of mature, hormone receptor-positive cells and progenitor cells, which are thought to generate ductal and alveolar cells. To determine which epithelial cells of the mouse mammary gland express *mPINC*, we used fluorescence-activated cell sorting (FACS) combined with qPCR. Mammary epithelial cells from 16 day pregnant and age-matched virgin mice were sorted into basal (CD24^lo^CD49f^hi^) and luminal (CD24^hi^CD49f^lo^) cell populations. To confirm the purity of the sorted populations, qPCR was performed and showed elevated levels of keratin 8 (*Krt8*) in the luminal population and keratin 14 (*Krt14*) in the basal population (Figure 2A, 2B). In the virgin mouse, basal and luminal cells expressed equivalent levels of *mPINC*. However, *mPINC* specifically increased in the luminal cells during pregnancy, with expression levels increasing 5-fold compared to the basal cells (Figure 2C). These data are consistent with a role for *mPINC* in regulating alveolar development as the luminal cells are thought to give rise to the alveolar cells during pregnancy.

**Figure 2:**
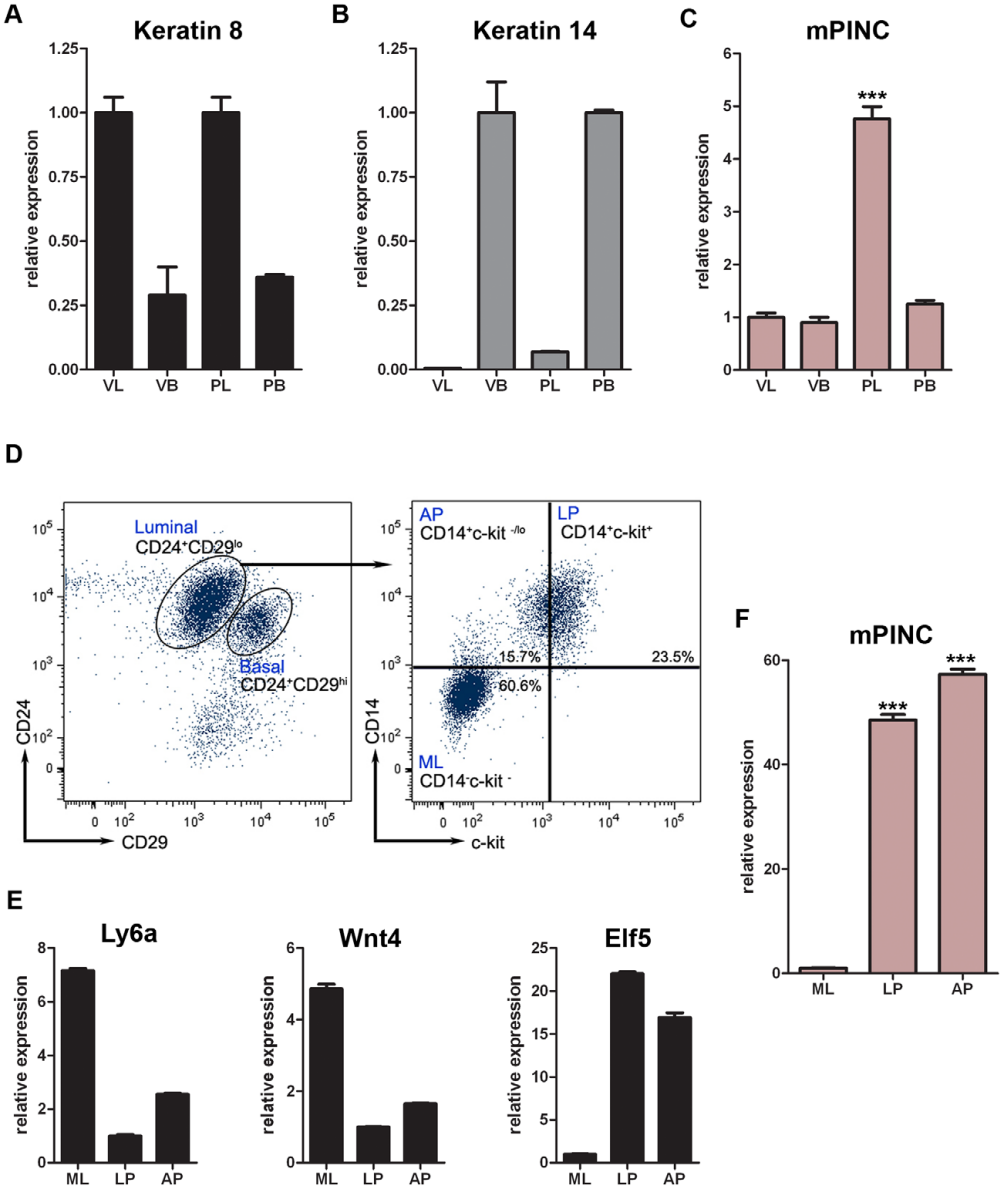
*mPINC* rises specifically in the luminal compartment during pregnancy and is enriched in luminal and alveolar progenitors of the mammary gland. (A–C) RNA was isolated from FACs sorted mammary populations including, virgin luminal (VL) and basal (VB) as well as pregnant luminal (PL) and basal (PB). (A) qPCR showed *Krt8* expression was enriched in the luminal populations (VL and PL), (B) *Krt14* was enriched in the basal populations (VB and PB) and (C) *mPINC* was enriched in the pregnant luminal population, (D–F) MECs were FACs sorted into luminal and basal populations using CD24 and CD29. The luminal population was selected and further sorted into mature luminal (ML), luminal progenitors (LP), and alveolar progenitors (AP) using CD14 and ckit. (D) FACs dot plots showing CD24 and CD29 (left panel) as well as CD14 and ckit (right panel) from virgin MECs. (E) qPCR showed *Ly6a* and *Wnt4* enriched in the ML population and *Elf5* in the LP population thus verifying the purity of each population. (F) *mPINC* was enriched in the luminal progenitors and alveolar progenitors. Data represent mean ±SD (n = 3). Target genes were normalized to *Gapdh*.

Next, we wanted to determine if *mPINC* is enriched in a particular subpopulation of luminal mammary epithelial cells. For this purpose, we used mammary epithelial cells from adult virgin mice where three luminal populations have recently been identified and characterized based on expression of CD14 and ckit [37]. These include mature luminal cells (CD14^−^ ckit^−^) and two distinct luminal progenitor populations (CD14^+^ckit^+^ and CD14^+^ckit^−/lo^). The CD14^+^ckit^+^ population resembles the previously described CD24^hi^CD49f^lo^CD61^+^ luminal progenitor population [38], while the CD14^+^ckit^−/lo^ population is thought to be comprised of more committed alveolar progenitor cells. Therefore, we isolated luminal mammary epithelial cells (CD29^lo^CD24^+^) from virgin mice and sorted them into mature luminal cells (CD14^−^ ckit^−^), luminal progenitors (CD14^+^ckit^+^), and alveolar progenitors (CD14^+^ckit^−/lo^) (Figure 2D). To validate the purity of the sorted populations, we used genes that were previously shown to be enriched in either mature luminal or luminal progenitor populations [39]–[41]. qPCR analysis showed increased expression of *Wnt4* and *Ly6a* or *Sca1* (lymphocyte antigen 6 complex locus a) in the mature luminal population as well as *Elf5* (e74-like factor 5) enrichment in the luminal progenitor populations, as expected (Figure 2E). We then analyzed *mPINC* expression and found that it was increased more than 40-fold in the luminal progenitors and 50-fold in the alveolar progenitors compared to the mature luminal population (Figure 2F). The high level of *mPINC* observed in both the luminal and alveolar progenitors supports a potential role for *mPINC* in maintaining mammary epithelial cells in an undifferentiated state.

To verify that *mPINC* is enriched in alveolar cells of the luminal compartment during pregnancy, we performed *in situ* hybridization using probes specific to either *mPINC1.0* or *mPINC1.6* on mammary gland sections from mice at day 12 of pregnancy. These results showed that *mPINC1.0* and *mPINC1.6* were both highly expressed in alveolar cells of the mid-pregnant gland (Figure 3). The majority of alveolar cells expressed *mPINC* in the mid-pregnant gland, although the intensity of the *in situ* signal varied slightly among the alveolar clusters (Figure S1). These localization studies provide further evidence that *mPINC* may play a role in alveolar development.

**Figure 3:**
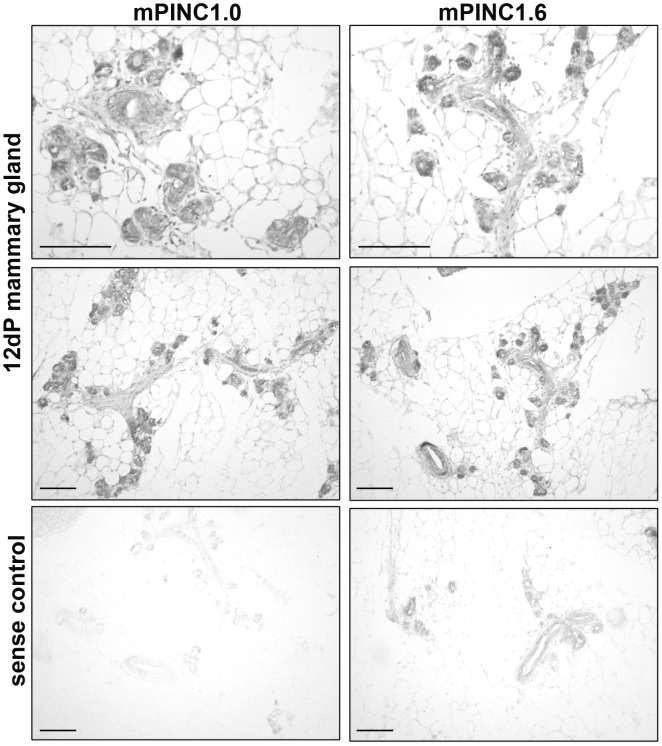
*mPINC* is enriched in alveolar cells of the pregnant gland. *In situ* hybridization using DIG-labeled probes shows *mPINC1.0* and *mPINC1.6* are expressed in alveolar cells of the 12 day mouse mammary gland. Sense control probes for *mPINC1.0* and *mPINC1.6* show very little signal in the bottom panels. Scale bars represent 100 µm.

### *mPINC* is downregulated during lactogenic hormone-induced differentiation of HC11 cells

During the transition from late pregnancy to lactation, alveolar cells undergo the final step of alveologenesis called secretory activation, which is necessary to produce and secrete high levels of milk proteins. Since a significant drop in *mPINC* expression levels temporally coincides with this important process, we decided to test whether *mPINC* plays a functional role in the terminal differentiation of alveolar cells. To do this, we used an *in vitro* model of lactogenic differentiation in which HC11 cells, a mouse mammary epithelial cell line derived from the Comma-D cell line originally isolated from a mid-pregnant Balb/c mouse, were treated with the lactogenic hormones hydrocortisone, insulin and prolactin to induce differentiation [42], [43]. As a read-out for differentiation, we measured the expression levels of three milk protein genes, beta-casein (*Csn2*), whey acidic protein (*Wap*) and lactotransferrin (*Ltf*). After one hour of hormone treatment, there was an increase in the expression of *Csn2*, which continued to rise at 24 and 72 hours (Figure 4B). *Wap* expression was unchanged after one hour, but significantly increased after 24 hours of hormone treatment and continued to rise at 72 hours (Figure 4C). *Ltf* expression levels only began to rise following 72 hours of hormone treatment (Figure 4D). *mPINC* expression was unchanged after one hour, but both *mPINC1.0* and *mPINC1.6* were reduced by more than 50% following 24 hours of lactogenic hormone treatment and by more than 75% after 72 hours of treatment (Figure 4A). These data are consistent with the downregulation of *mPINC* seen in early lactation and suggest that *mPINC* may play a functional role in regulating differentiation of alveolar cells. These results also indicate that HC11 cells are a suitable model to further explore the role of *mPINC* in regulating hormonally-induced lactogenic differentiation.

**Figure 4:**
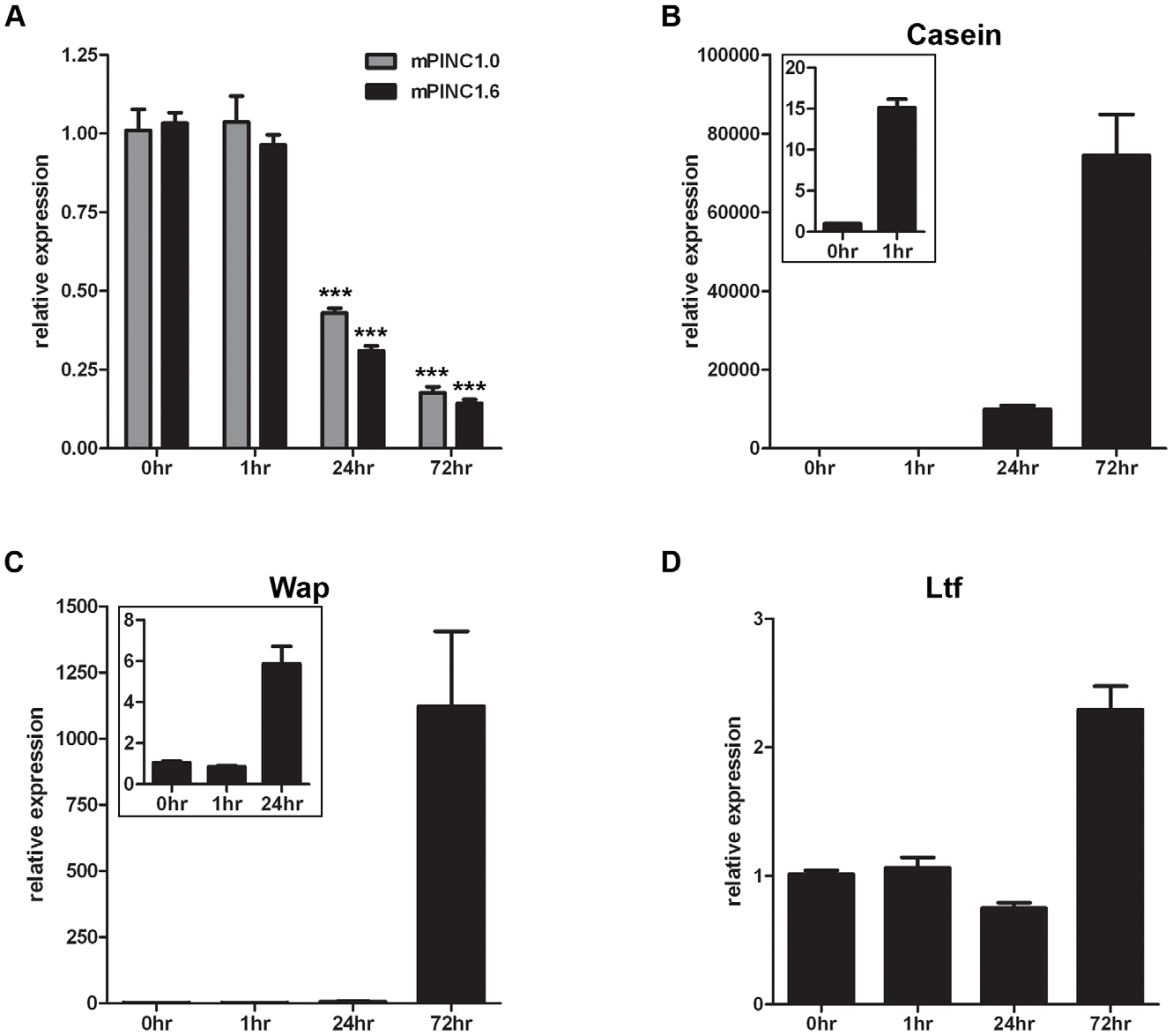
*mPINC* expression declines during lactogenic hormone induced differentiation of HC11 cells. (A–C) Confluent HC11 cells were treated with lactogenic hormones for 1, 24 and 72 hrs followed by RNA isolation to detect changes in gene expression. Target genes were normalized to *Gapdh* and set relative to levels in untreated HC11 cells. Data are presented as mean ± SEM (n = 3). (A) qPCR shows *mPINC1.0* and *mPINC1.6* expression decreases following 24 and 72 hrs of hormone treatment. (B) qPCR shows *Csn2* levels begin to rise after 1 hr of hormone treatment and continue to rise at 24 and 72 hrs. (C) qPCR shows *Wap* expression levels rise following 24 hrs of hormone treatment and continue to rise after 72 hrs. (D) *Ltf* expression levels rise following 72 hrs of lactogenic hormone treatment.

### Overexpression of *mPINC* inhibits differentiation

The decline in *mPINC* levels observed during lactogenic differentiation *in vivo* and *in vitro* suggests that *mPINC* downregulation may be necessary to allow alveolar cells to undergo terminal differentiation. If this is true, then maintenance of high levels of *mPINC* should inhibit differentiation. To test this hypothesis, we generated HC11 cells overexpressing both *mPINC1.0* and *mPINC1.6* (LeGO-1.0/1.6), or a vector control (LeGO-GFP) using a lentiviral vector. We then treated the overexpressing cells with lactogenic hormones to induce differentiation. Following 24 and 72 hours of treatment, qPCR analysis showed that *mPINC* overexpressing cells expressed significantly lower levels of *Csn2*, *Wap* and *Ltf* mRNA compared to control cells (Figure 5A, 5B).

**Figure 5:**
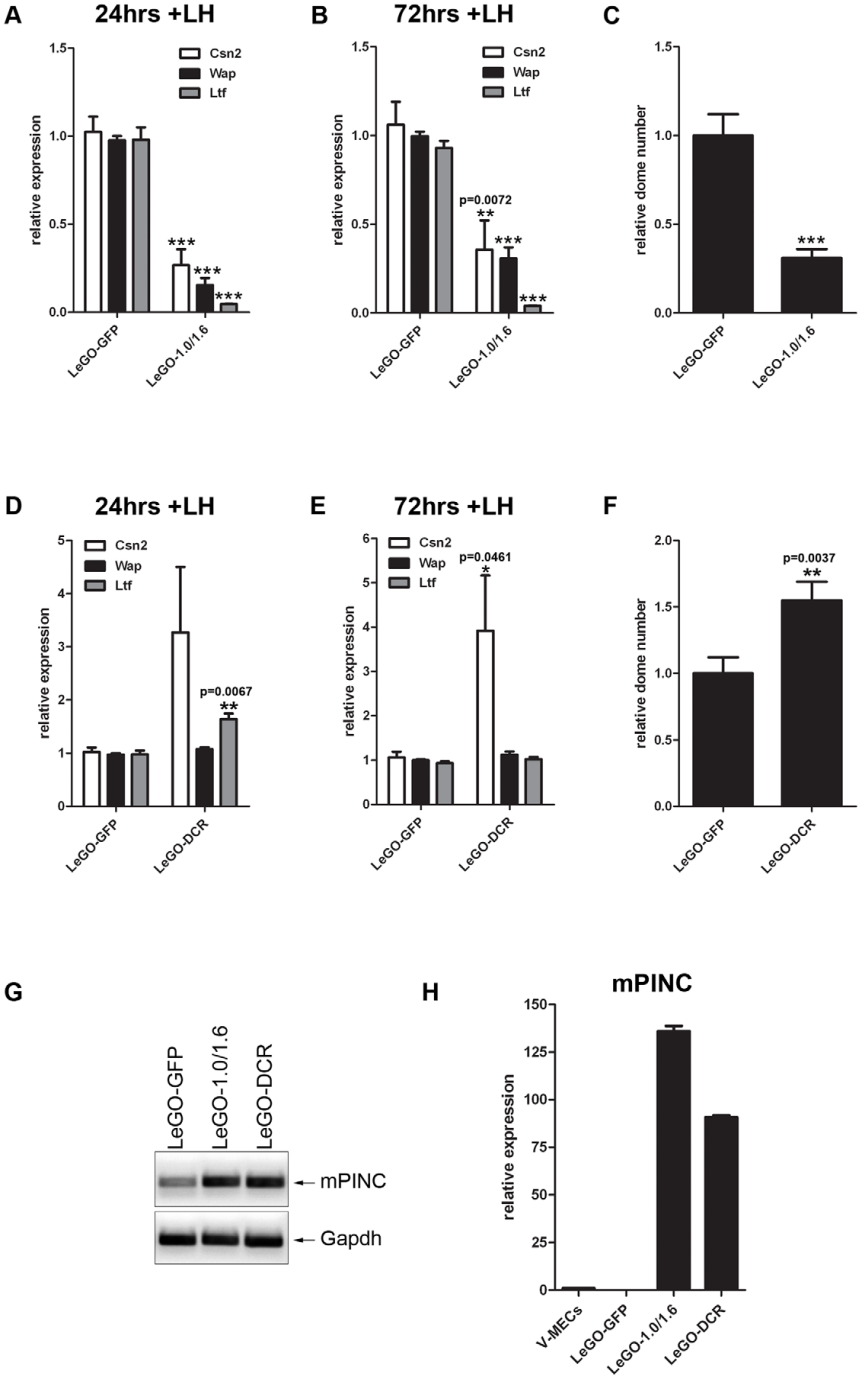
Overexpression of *mPINC* inhibits differentiation of HC11 cells. (A–C) After 24 (A) and 72 (B) hrs of hormone induction, LeGO-1.0/1.6 cells show reduced levels of *Csn2*, *Wap*, and *Ltf* expression by qPCR. Target genes were normalized to *Gapdh* and set relative to LeGO-GFP levels. Data are presented as mean ± SEM (n = 6). (C) Overexpression of *mPINC* also reduces formation of domes. Domes were counted at 48 hrs post-hormone treatment from nine 20× fields/experiment and data represent mean ± SEM set relative to the dome number in the LeGO-GFP control group (n = 6). (D–F) After 24 (D) and 72 (E) hrs of hormone induction, LeGO-DCR cells show increased levels of *Ltf* (at 24 hrs) and *Csn2*, but not *Wap*, expression compared to LeGO-GFP cells. Target genes were normalized to *Gapdh* and set relative to LeGO-GFP levels. Data are presented as mean ± SEM (n = 6). (F) Overexpression of the *DCR* mutant enhances dome formation compared to the control. Experiment was performed and analyzed as described in panel C. (G) RT-PCR shows *mPINC* overexpressed transcript in LeGO-1.0/1.6 and LeGO-DCR HC11 cells compared to endogenous levels in LeGO-GFP cells. (H) qPCR shows *mPINC* overexpressed levels are high and fairly equivalent relative to *mPINC* endogenous levels in MECs purified from virgin mammary gland (V-MECs). Target gene was normalized to *Gapdh*. Data are presented as mean ± SEM for three independent experiments.

In addition to changes in gene expression, HC11 lactogenic differentiation is accompanied by morphological changes [43]. These changes include the formation of fluid-filled structures called domes that can be quantified as an indication of the extent of HC11 differentiation. Overexpression of *mPINC* caused a drastic reduction in the formation of dome structures compared to the control group (Figure 5C). Taken together, these results indicate that high levels of *mPINC* inhibit lactogenic differentiation of mammary epithelial cells, and that downregulation of *mPINC* may be required for terminal differentiation of alveolar cells in early lactation.

To determine whether the highly conserved regions of *mPINC* are necessary for its function as an inhibitor of HC11 differentiation, we generated a deletion mutant of *mPINC* (DCR) that lacked both terminal exons of *mPINC1.0* and *mPINC1.6*, including CR1 and CR2. We found that overexpression of the *mPINC* deletion mutant (LeGO-DCR) failed to inhibit lactogenic differentiation. Instead, the DCR overexpressing cells showed slightly increased levels of *Csn2* mRNA compared to control cells (LeGO-GFP) at both 24 and 72 hours after lactogenic hormone treatment, as well as increased *Ltf* expression at 24 hours, while *Wap* expression was unchanged (Figure 5D, 5E). Dome formation was also increased 1.5-fold (Figure 5F) compared to control cells. The increased markers of differentiation indicate that the DCR mutant could be interfering with endogenous *mPINC* function (see Discussion). However, more importantly, these results demonstrate that the conserved regions of *mPINC* are necessary for its function as an inhibitor of lactogenic differentiation.

To verify that the different phenotypes of the LeGO-1.0/1.6 and LeGO-DCR cells were not due to differences in overexpression levels, we performed RT-PCR and qPCR using RNA isolated from the two cell lines. RT-PCR analysis confirmed overexpression of *mPINC* compared to endogenous *mPINC* levels in control cells. In addition, qPCR analysis showed that the LeGO-1.0/1.6 and LeGO-DCR HC11 cells expressed *mPINC* at high (135-fold and 90-fold, respectively) and fairly equivalent levels compared to LeGO-GFP cells and MECs isolated from adult virgin mammary glands (Figure 5G, 5H). These data further suggest that the conserved regions of *mPINC* are necessary for its inhibitory effect on differentiation.

### Knockdown of *mPINC* increases differentiation of HC11 cells

As *mPINC* overexpression inhibited differentiation of HC11 cells, we sought to determine if a reduction in *mPINC* levels could enhance differentiation. Because there is an endogenous *mPINC* isoform that lacks the conserved regions, *DCR2*, it was of interest to ascertain if its function is distinct from the other *mPINC* splice forms. Therefore, we used pairs of siRNAs to target *mPINC1.0* and *mPINC1.6* only (siPINC1.0/1.6) or all splice forms of *mPINC*, including the *DCR2* isoforms (siPINC) (Figure 6A, 6B). After transfection with siRNAs, the cells were treated with lactogenic hormones to induce differentiation. At 24 and 72 hours post-treatment, knockdown of *mPINC1.0* and *mPINC1.6* resulted in increased expression of *Wap* and *Ltf* mRNA (Figure 6C, 6D). Knockdown of all splice forms of *mPINC* resulted in increased *Ltf* levels, but only a slight increase of *Wap* expression at 72 hours post-hormone treatment. Unexpectedly, knockdown of *mPINC1.0* and *mPINC1.6* reduced *Csn2* levels, while knockdown of all *mPINC* isoforms had no effect on *Csn2*. Due to the discrepancies in these differentiation markers, we looked at the effect of knockdown on the morphological assay of differentiation. Knockdown of *mPINC1.0* and *mPINC1.6* increased dome formation 3.5-fold in treated cells, while knockdown of all *mPINC* splice forms increased dome formation 2-fold (Figure 6E, 6F). Taken together, these data provide support for the role of *mPINC* in inhibiting lactogenic differentiation. Interestingly, knockdown of all isoforms of *mPINC*, including *DCR2*, slightly diminished the effect on differentiation. This suggests that the endogenously expressed *DCR2*, that lacks the most conserved regions, may act to reduce the inhibitory effects of *mPINC1.0* and *mPINC1.6* on alveolar differentiation.

**Figure 6:**
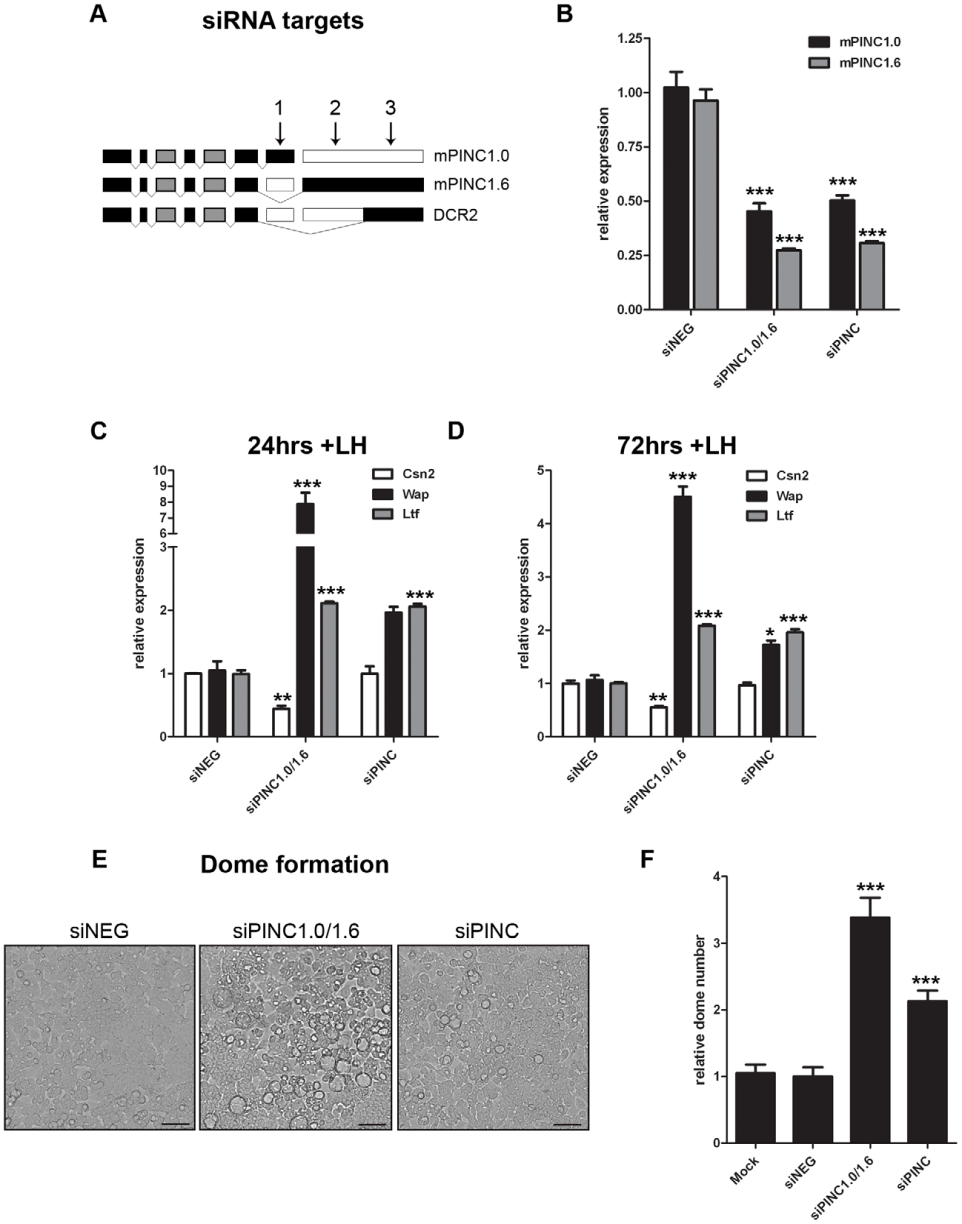
Knockdown of *mPINC* enhances differentiation of HC11 cells. (A, B) To target *mPINC1.0* and *mPINC1.6* (siPINC1.0/1.6), but not *DCR2*, siRNAs #1 and #2 were used in combination. To target all splice variants (siPINC), siRNAs #1 and #3 were used in combination. (A) Schematic showing siRNA targets of *mPINC* splice forms. (B) qPCR shows knockdown of *mPINC* 5 days post-transfection of siRNAs. Target genes were normalized to *Gapdh* and set relative to levels in the siNEG control transfected HC11 cells. (C, D) Knockdown of *mPNC* (siPINC1.0/1.6 and siPINC) splice forms increases *Wap* and *Ltf*, but not *Csn2*, expression at 24 (C) and 72 (D) hrs post-hormone induction. Target genes were normalized to *Gapdh* and set relative to levels in siNEG treated control cells. Data are presented as mean ± SEM (n = 3). (E, F) Knockdown of *mPINC* also increases dome formation compared to a control. (E) Representative brightfield images show domes following 48 hrs of hormone treatment. Scale bars represent 50 µm. (F) Domes were counted at 48 hours post-hormone treatment from nine 20× fields/experiment and data represent mean ± SEM set relative to the dome number in the siNEG treated control group (n = 6).

### *mPINC* interacts with PRC2 *in vitro*

The previous experiments strongly suggest that *mPINC* plays a role in regulating alveolar differentiation. However, the mechanisms responsible are unknown. Many lncRNAs interact with chromatin-remodeling complexes such as PRC2. Interestingly, a member of PRC2, *RbAp46*, was identified in the same screen as *mPINC*, and both genes are expressed in the alveolar cells during pregnancy and in the regressed lobules of the post-involuted gland. Thus, to investigate a potential interaction with *mPINC* in HC11 cells, we performed RNA immunoprecipitation (RIP) assays using antibodies to members of PRC2, including enhancer of zeste homolog 2 (EZH2), suppressor of zeste 12 homolog (SUZ12) and RbAp46. RT-PCR using primers to detect *mPINC* showed that there was a specific interaction with all three PRC2 complex members, but not with mixed-lineage leukemia (MLL1), a member of the activating trithorax complex (Figure 7A). By qPCR, we found that both *mPINC1.0* and *mPINC1.6* splice forms interacted with PRC2 members (Figure 7C, 7D). *Tug1*, an lncRNA previously shown to interact with PRC2, was used as a positive control (Figure 7B). Together, these data indicate that *mPINC* interacts with PRC2 in HC11 cells, providing a potential mechanism of the inhibitory effect of *mPINC* on lactogenic differentiation.

**Figure 7:**
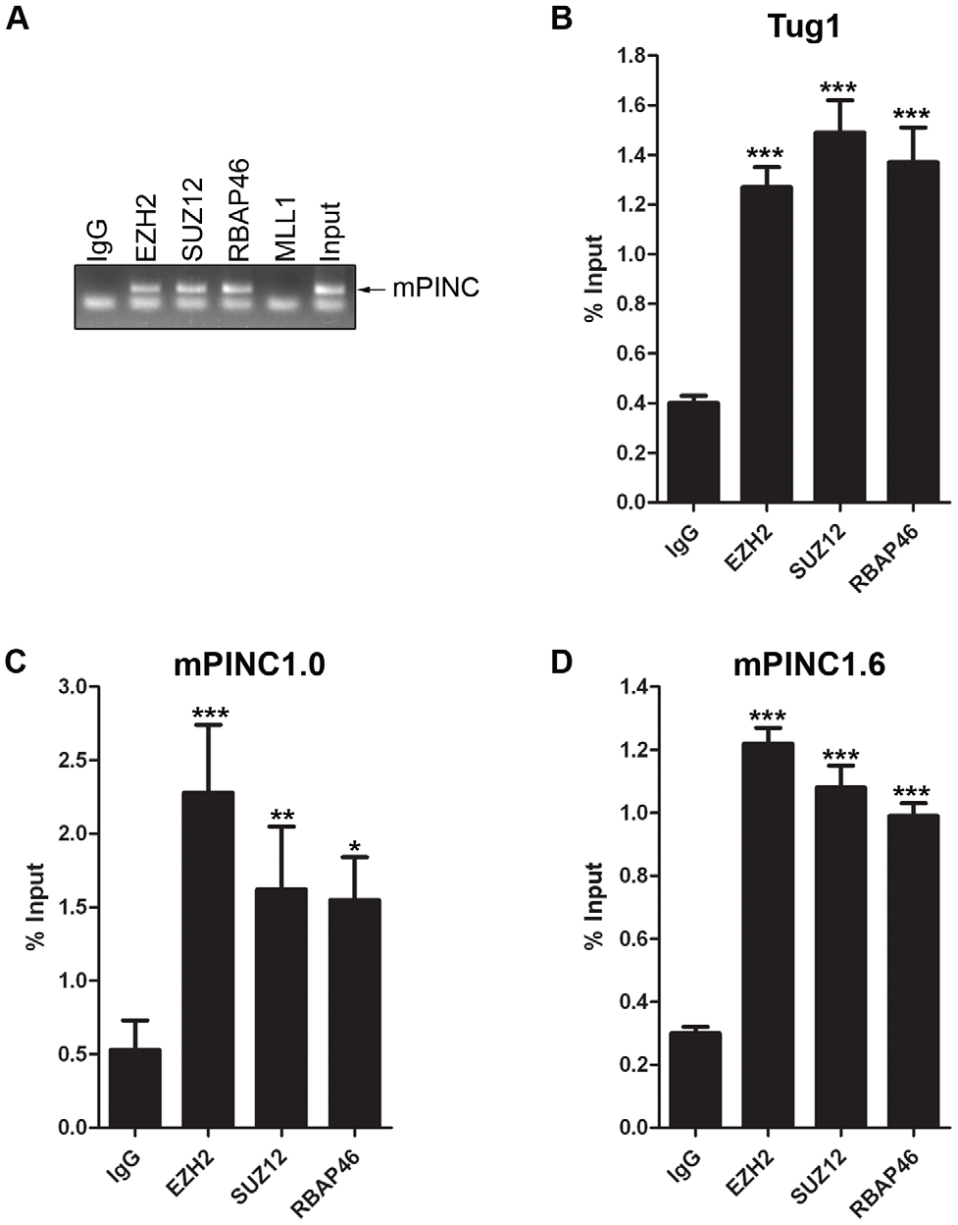
*mPINC* interacts with PRC2 in HC11 cells. (A–D) RIP assays were performed with HC11 cells using antibodies to PRC2 members including, EZH2, SUZ12 and RbAp46. An MLL1 antibody was used as a negative control and an lncRNA known to interact with PRC2, *Tug1*, was used as a positive control. RNA was isolated from pull downs to detect associated RNAs. (A) RT-PCR shows *mPINC* is associated with PRC2 members, but not MLL1. (B–D) qPCR shows the amount of *Tug1* (B), *mPINC1.0* (C) and *mPINC1.6* (D) transcript associated with each protein as a percentage of input RNA levels. Data represent mean ± SD (n = 3).

### Overexpressed *mPINC* and the DCR mutant interact with PRC2

To show that the overexpressed *mPINC* transcripts are functional, we sought to determine if they, like endogenous *mPINC*, interact with PRC2. Using a reverse primer to recognize a portion of the lentiviral vector that remains attached to the *mPINC* transcripts, we found that overexpressed *mPINC1.0* and *mPINC1.6* interacted with PRC2, suggesting that they are able to function like endogenous *mPINC* (Figure 8A). RT-PCR also showed that the DCR mutant retained the ability to interact with PRC2, providing evidence that the 5′ end of the RNA likely interacts with PRC2 and that the highly conserved regions at the 3′ end are not necessary for this interaction. qPCR analysis showed that the interaction of the overexpressed transcripts is specific to PRC2 (Figure 8B–8D). These data also suggest that the inability of the overexpressed DCR form of *mPINC* to inhibit lactogenic differentiation is not due to loss of binding to PRC2, but perhaps to the inability of the DCR mutant to interact with an additional unknown interacting protein or nucleic acid sequence target of *mPINC*.

**Figure 8:**
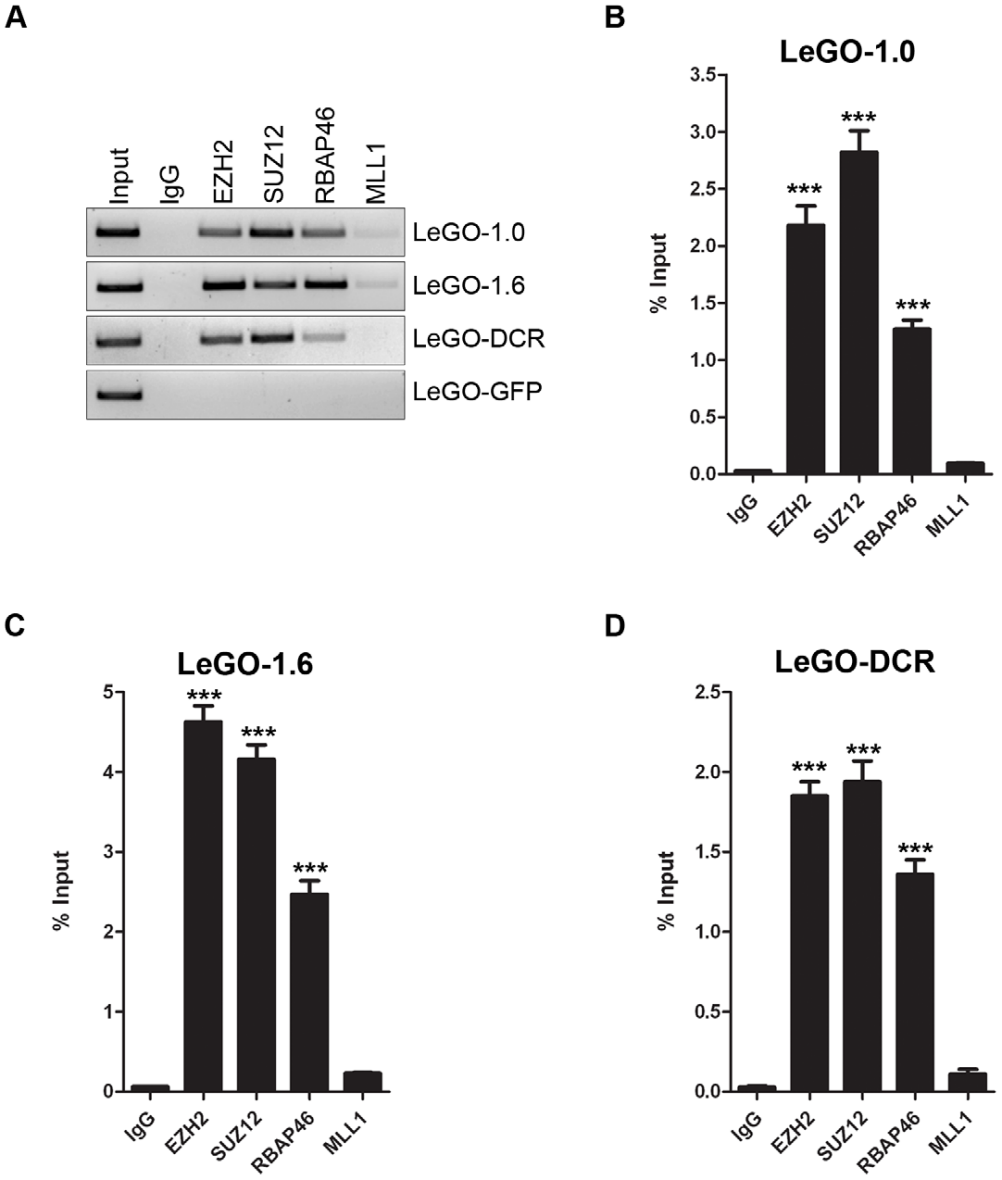
Overexpressed *mPINC* transcripts interact with PRC2 in HC11 cells. (A–D) RIP assays were performed with *mPINC* overexpressing HC11 cell using antibodies to PRC2 members including, EZH2, SUZ12 and RbAp46. An MLL1 antibody was used as a negative control. (A) RT-PCR shows that overexpressed *mPINC1.0*, *mPINC1.6* and the *DCR* mutant interact with PRC2 members, but not IgG or MLL1. (B–D) qPCR shows the amount of *mPINC1.0* (B), *mPINC1.6* (C) and DCR (D) transcript associated with each protein as a percentage of input RNA levels. Data represent mean ± SD (n = 3).

### *mPINC* interacts with PRC2 *in vivo*

To determine whether *mPINC* also interacts with PRC2 *in vivo*, MECs were purified from mice at day 16 of pregnancy. RIP assays were performed using antibodies to PRC2 members and to the associated histone modification, H3meK27. As negative controls, antibodies to MLL1 and to the associated activating histone modification, H3meK4 were used. RT-PCR showed that *mPINC* is associated with PRC2 members and H3meK27, but *mPINC* did not interact with MLL1 or H3meK4 in MECs isolated from pregnant mice (Figure 9A). Further qPCR analysis showed that the interaction between *mPINC* and PRC2 members was enriched relative to the housekeeping gene, *Gapdh*, and that this enrichment was specific to PRC2 members and not to MLL1 (Figure 9B–9E). These results suggest that the interaction between *mPINC* and PRC2 is relevant *in vivo*, as well as *in vitro*, where it potentially plays a role in late pregnancy and involution to maintain alveolar progenitors by inhibiting terminal differentiation.

**Figure 9:**
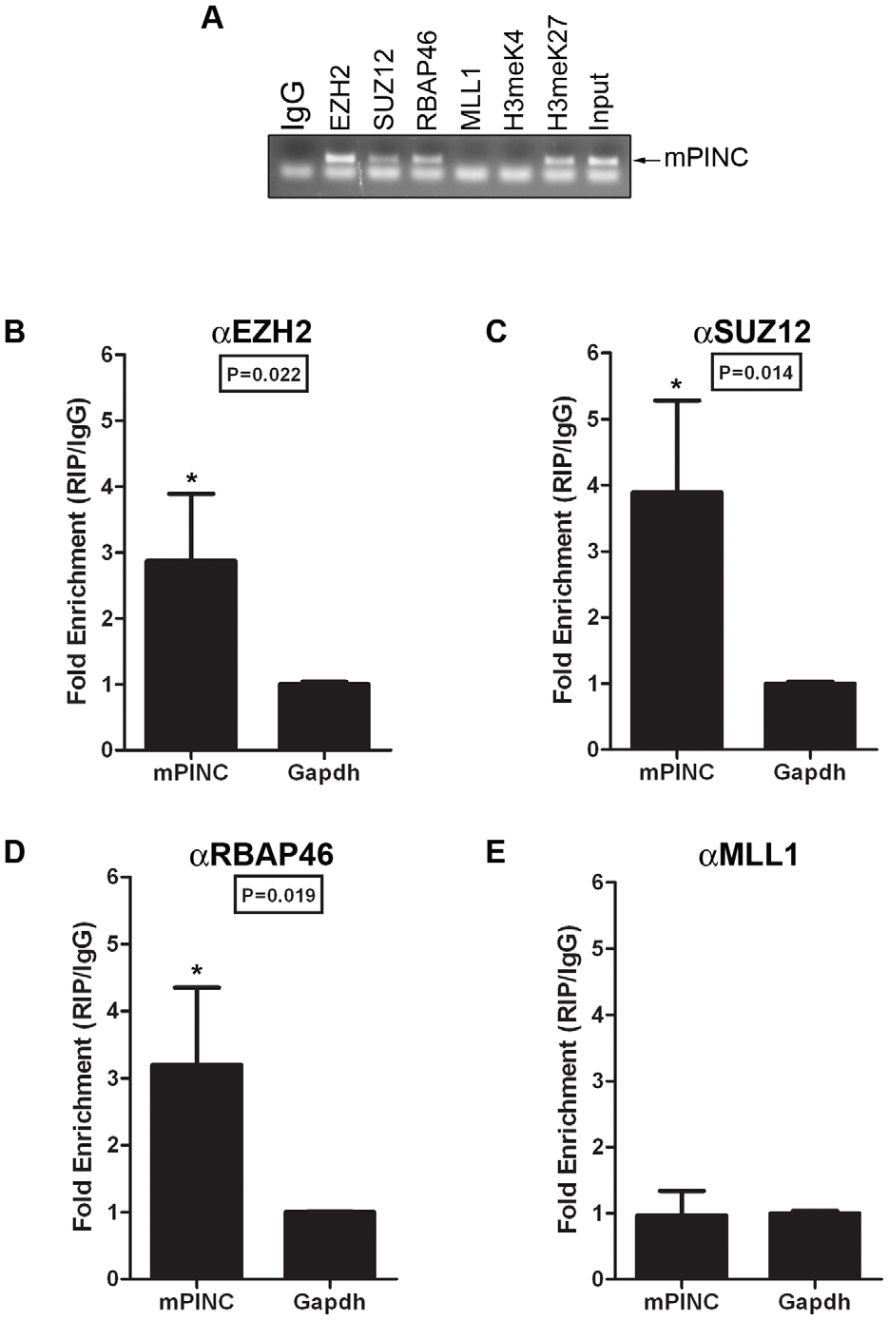
*mPINC* associates with PRC2 in the 16-day pregnant mammary gland. (A–D) RIP assays were performed with MECs purified from mammary glands at day 16 of pregnancy using antibodies to PRC2 members and its associated histone modification, H3meK27. Antibodies to MLL1 and its associated histone modification, H3meK4, were also used as negative controls. (A) RT-PCR shows *mPINC* is associated with PRC2 members and H3meK27. *mPINC* does not associate with MLL1 or H3meK4. (B–D) qPCR shows fold enrichment of *mPINC* transcript levels associated with EZH2 (B), SUZ12 (C) RpAp46 (D) and MLL1 (E) relative to *Gapdh* levels. Data represent mean ± SD (n = 3).

### Microarray analysis reveals potential targets of *mPINC*-PRC2

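Gene expression in undifferentiated (−LH) HC11 cells, a mouse mammary epithelial cell line, was measured on 6 Agilent 1-colour mouse arrays, with n = 2 cultures each of siNEG, siPINC1.0/1.6 and siPINC. RNA was isolated 5 days after transfection with 10 nM siRNA, and 50 ng of total RNA was amplified, labelled with Cy3 and hybridised. The 59305 spots of each array that are not control spots represent 55681 probes. The authors deposited the scanner output of each array, in which the processed signal is an intensity that was corrected for background within the array and not normalized between arrays, and a table of log2 values that they had quantile normalized. The log2 processed signals of all 24 arrays of the study were quantile normalized together, spots marked as outliers by the scanner software were then left out, the spots of a probe were averaged, and dim probes were kept. Between 26732 and 28409 probes per −LH array were well above background, with a median of 27605 in siNEG, 27388 in siPINC1.0/1.6 and 28150.5 in siPINC cells. A gene symbol was available for 26616 probes, 455 of them named in the paper's tables and 26161 through their RefSeq accession. Groups were compared by limma, fitted to the 6 arrays, with Benjamini-Hochberg adjustment over the 55681 probes. The number of arrays limits the precision of each comparison.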

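The *mPINC* probe, A_55_P2179186, measured the siRNA target. Its log2 signal was 7.44 ± 0.047 (SD, n = 2) in siNEG, 6.33 ± 0.084 in siPINC1.0/1.6 and 6.28 ± 0.164 in siPINC cells. The log2 fold change was −1.11 (standard error 0.106, adjusted p = 0.0366 from limma) in siPINC1.0/1.6 and −1.17 (standard error 0.106, adjusted p = 0.147 from limma) in siPINC cells. In siPINC1.0/1.6 cells it stayed between −1.20 and −0.67 under 16 alternative processings, but its adjusted p rose above 0.05 under 10 of them. Counting probes with an unadjusted p under 0.01 and a fold change over 1.8 in either knockdown gave 1625 probes, which carried 875 unique gene symbols. Another background correction (normexp) moved this count most, to 366 probes. By their fitted values, the genes that rose most in siPINC1.0/1.6 cells were *Prl2c5*, at least 14.1-fold, *Stfa1*, at least 5.73-fold, and *Serpina3f*, with a log2 fold change of 3.84 (standard error 0.14, adjusted p = 0.0188 from limma). A fold change is given as "at least" where a probe was not well above background on any array of a group. The mean normalized signal of the other group was then divided by the mean, over the arrays of the dim group, of the higher of the probe's own signal and the lowest signal among probes well above background. Such limits do not rank the genes among those measured in both groups. The genes that fell most by fitted value were *Krt15*, with a log2 fold change of −3.27 (standard error 0.077), *Megf6*, with −3.21 (standard error 0.097), and *Slc27a6*, at least 3.58-fold lower. *Cyp2f2*, *Scrg1* and *Pgm5*, well above background in both groups, had −2.90, −2.88 and −2.83, which are larger falls than that limit. The calls of *Prl2c5*, *Stfa1*, *Serpina3f*, *Krt15*, *Megf6* and *Slc27a6* were lost in some of the alternatives that leave out 1 array, as was the count of adjusted calls.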

To identify potential targets of *mPINC*, we performed oligonucleotide microarray analysis on undifferentiated HC11 cells following *mPINC* knockdown (siPINC1.0/1.6 and siPINC). *mPINC* depletion resulted in the disrupted expression of 303 unique annotated genes (436 gene probes, shown in Table S1) (Figure 10A). 

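At an unadjusted p under 0.01 and a fold change over 1.8, limma called 1330 probes in siPINC1.0/1.6 cells, 655 higher and 675 lower than in siNEG cells, and 554 probes in siPINC cells, 288 higher and 266 lower. Of the 1330 probes, 463 (34.81%) were in neither group well above background on both arrays. After adjustment, 1650 probes passed 0.05 in siPINC1.0/1.6 cells, 844 higher and 806 lower, and 0 passed in siPINC cells. At an unadjusted p under 0.05, the numbers were 10709 (19.23% of all probes) and 5391 (9.68%). The methods' t-test with the same adjustment called 1 probe in siPINC1.0/1.6 and 2 probes in siPINC cells, and limma with a trended, robust prior called 4769 and 103. A fit of all 24 arrays with the slide as a term moved the 2 counts furthest up, to 5761 and 902. Without siNEG replicate 1, 177 probes passed in siPINC1.0/1.6 and 85 in siPINC cells, without siPINC1.0/1.6 replicate 1, 85 passed in siPINC1.0/1.6 cells, and without siPINC replicate 1, 0 and 153 passed. Without the second replicate of any of the 3 groups, 0 passed in siPINC1.0/1.6 cells.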

Interestingly, loss of *mPINC1.0* and *mPINC1.6* (siPINC1.0/1.6) resulted in more gene expression changes than loss of all *mPINC* splice forms (siPINC). In addition, the array data identified unique genes whose expression was changed by either siPINC1.0/1.6 knockdown or siPINC knockdown alone, further indicating distinct functions for the *mPINC* splice forms. However, many of the genes altered by siPINC1.0/1.6 knockdown were also altered by siPINC knockdown, yet to a lesser extent. These results are in agreement with, and may help explain, the reduced effect of siPINC knockdown on lactogenic differentiation compared to siPINC1.0/1.6 knockdown. 

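Of the probes that met the thresholds of p and fold change, 1071 did so only in siPINC1.0/1.6, 295 only in siPINC and 259 in both, 256 of the last in the same direction. Passing in one knockdown and not in the other does not test the difference between them, so the knockdowns were also compared directly. limma called 10 probes at an adjusted p under 0.05, 2 higher and 8 lower in siPINC1.0/1.6 than in siPINC cells, and 7898 probes at an unadjusted p under 0.05. With an unadjusted p under 0.01 and a fold change over 1.8, 816 probes differed. The count of 10 depended on single arrays and on the fit. It was 154 without siPINC replicate 1, 73 without siPINC1.0/1.6 replicate 1 and 0 without any of the other 4 arrays, and rose to 2755 in the fit of all arrays with a slide term. *Vnn3* was at least 2.76-fold higher in siPINC1.0/1.6 than in siPINC cells. *Krt15*, *Pgm5*, *Sardh* and *Pip* were lower, with log2 fold changes of −3.08 (standard error 0.077), −2.91 (standard error 0.098), −1.80 (standard error 0.063) and −1.70 (standard error 0.06), each with an adjusted p of 0.0472 from limma. From the genes that changed in only one of the knockdowns, the paper reasons that the *mPINC* splice forms have distinct functions.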

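Among the 1330 probes that limma called in siPINC1.0/1.6 cells, 87.89% moved in the same direction in siPINC cells. Their median absolute log2 fold change was 1.21 in siPINC1.0/1.6 and 0.49 in siPINC cells, as is expected in part because the probes were selected by their siPINC1.0/1.6 change. Among the 554 probes called in siPINC cells, a check added after the data were seen, the medians were 0.90 in siPINC1.0/1.6 and 1.19 in siPINC cells. Which knockdown has the smaller median thus depends on the selection. The shares that changed less and in the same direction were not equal. They were 80.45% of the 1330 probes in siPINC and 59.21% of the 554 probes in siPINC1.0/1.6 cells. The slope of the siPINC on the siPINC1.0/1.6 log2 fold changes was 0.391. Both knockdowns were compared with the same 2 siNEG arrays, which alone draws the slope above 0. In 100 simulations in which siPINC had no effect, the median slope was 0.126 (at most 0.15) with 64.7% of probes in the same direction where siPINC1.0/1.6 had its measured effect, and 0.498 (at most 0.607) with 88.6% where neither siRNA had an effect. The simulations called a median of 2845 and 248.5 probes in siPINC1.0/1.6, with a median of 80 and 58 called in the same direction in both knockdowns, against 1330 and 256 measured. With siNEG replicate 1 left out the slope was 0.747, and with siPINC1.0/1.6 replicate 1 left out it was 0.153.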

Gene ontology (GO) analysis of altered genes in the *mPINC* knockdown cells demonstrated GO terms were significantly enriched for developmental processes and differentiation (Figure 10B) (Table S2). 

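The enrichment test was not repeated here, and only the genes of Table S2 were measured. The supplementary file as used here held 10 GO sheets. Its sheet for developmental process lists 73 genes, of which 42 were higher and 31 lower in siPINC1.0/1.6 than in siNEG cells. With limma, 65 of them met the unadjusted p under 0.01 and fold change over 1.8 in siPINC1.0/1.6 and 13 in siPINC cells, and their median absolute log2 fold change was 1.25 and 0.40, respectively. The sheet for cell differentiation lists 49 genes, 27 higher and 22 lower in siPINC1.0/1.6 cells, with 43 and 10 past the same thresholds. The genes of Table S2 were selected on these arrays, so these numbers describe the selection and are not independent evidence.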

GO terms more specifically related to mammary development, such as tube development and branching morphogenesis, were also enriched. These data indicate that *mPINC* generally regulates genes involved in development and differentiation.

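Of the 14 genes on the tube development sheet, 8 were higher and 6 lower in siPINC1.0/1.6 than in siNEG cells, 13 passed the thresholds of p and fold change there and 5 passed in siPINC cells. The sheet on morphogenesis of a branching structure held 10 genes, 8 of which were higher in siPINC1.0/1.6 cells, and 10 passed in siPINC1.0/1.6 against 3 in siPINC cells. The median absolute log2 fold change of these 10 genes was 1.54 in siPINC1.0/1.6 and 0.61 in siPINC cells.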

**Figure 10:**
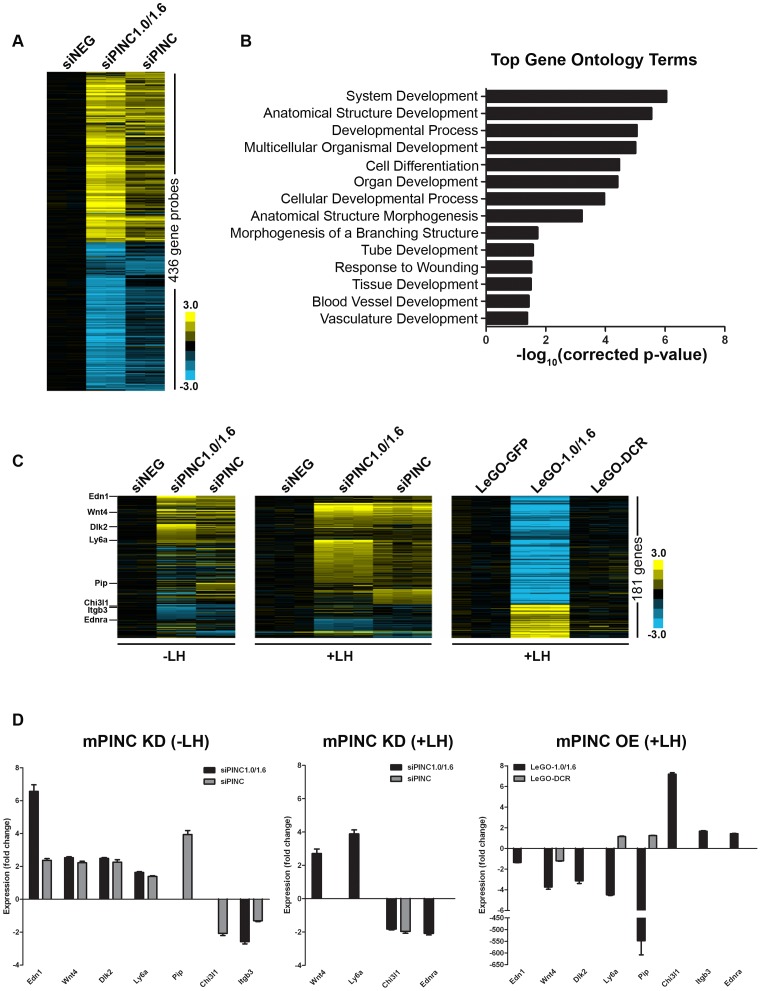
Microarray identifies potential targets of *mPINC* in HC11 cells. (A) Heat map showing transcript profiling of biological replicates of control siNEG cells, siPINC1.0/1.6, and siPINC 5 days post-siRNA transfection ( p<0.01 and fold change >1.8 in either siPINC1.0/1.6 or siPINC relative to siNEG). (B) Graph indicating the most significantly enriched gene ontology terms in the *mPINC* knockdown data set. (C) Three heat map panels depicting genes that are differentially expressed between either undifferentiated (−LH) *mPINC* knockdown cells (left panel) or differentiated (+LH) *mPINC* knockdown cells (middle panel) and differentiated (+LH) *mPINC* overexpression cells (right panel). 181 genes were found to be differentially regulated by *mPINC* (141 genes are upregulated by knockdown and downregulated by overexpression, while 40 genes are downregulated by knockdown and upregulated by overexpression at a p<0.01 and fold change >1.4, both for the overexpression and either knockdown group in the opposite direction). Genes whose expression was validated by qPCR are indicated in the heat map on the left. (D) qPCR verified differential expression of genes in *mPINC* knockdown (KD) compared to overexpression (OE) cells. qPCR was performed on biological triplicates, normalized using *Gapdh*, and shown as fold change compared to the negative control (either siNEG or LeGO-GFP).

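Across probes, which are not independent replicates, the log2 signals of the 2 cultures of a group had a Pearson r of 0.99 in siNEG, 0.9896 in siPINC1.0/1.6 and 0.9899 in siPINC cells. Over probes well above background, the SD of the difference between the replicates was 0.2562 in siNEG, 0.2133 in siPINC1.0/1.6 and 0.2585 in siPINC cells on the log2 scale.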

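The sets shown in panel C come from Table S3, whose 181 probes carry 168 gene symbols. Of these, 172 were also called in opposite directions by limma at an unadjusted p under 0.01 and a fold change over 1.4, and 22 were at the same time called in the same direction in another of the knockdown groups. By the direction in the overexpressing cells, 138 of the 181 were lower and 43 higher than in LeGO-GFP cells. All 181 passed an adjusted p of 0.05 between LeGO-1.0/1.6 and LeGO-GFP cells in limma, with a median absolute log2 fold change of 1.80.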

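Cells treated with lactogenic hormones (+LH) were measured on 18 further arrays of the same kind, with n = 3 cultures in each of 6 groups. The knockdown groups were siNEG, siPINC1.0/1.6 and siPINC. The overexpression groups were HC11 cells infected at a multiplicity of 20 with lentiviruses carrying GFP (LeGO-GFP), *mPINC1.0* and *mPINC1.6* (LeGO-1.0/1.6) or the deletion mutant (LeGO-DCR). The duration of the hormone treatment is not given for the arrays. Probes well above background numbered between 24021 and 29059 per knockdown array, with medians of 27057 in siNEG, 28498 in siPINC1.0/1.6 and 26737 in siPINC cells. In the overexpression experiment they numbered between 26020 and 35798, with medians of 28683 in LeGO-GFP, 29554 in LeGO-1.0/1.6 and 29200 in LeGO-DCR cells. The highest of these values belongs to LeGO-1.0/1.6 replicate 1. The arrays lay on 3 slides. The first siNEG +LH and the first LeGO-GFP replicate shared a slide with all −LH arrays, the other +LH knockdown arrays filled a second slide, and the other overexpression arrays the last one. The signals were processed as for the −LH arrays, and limma was fitted to the 9 arrays of each experiment.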

To better determine targets of *mPINC* that may be involved in regulating alveolar differentiation, we also performed microarray analysis on *mPINC* knockdown and *mPINC* overexpression cells treated with lactogenic hormones. 

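In +LH cells the *mPINC* probe was close to background in the knockdown experiment. It was well above background on 2 of 3 arrays in siNEG, 2 of 3 in siPINC1.0/1.6 and 1 of 3 in siPINC cells. Compared with siNEG cells, its log2 fold change was 0.19 (standard error 0.187, adjusted p = 0.713 from limma) in siPINC1.0/1.6 and −0.50 (standard error 0.187, adjusted p = 0.428 from limma) in siPINC cells. In LeGO-1.0/1.6 cells its log2 signal was 13.44 ± 0.086 (SD, n = 3) against 6.07 ± 0.263 in LeGO-GFP cells, a log2 fold change of 7.37 (standard error 0.136, adjusted p = 1.04e-07 from limma). At an adjusted p under 0.05, limma called 2140 probes in siPINC1.0/1.6 +LH cells, 1165 higher and 975 lower than in siNEG cells, and 379 in siPINC +LH cells, 307 higher and 72 lower. In LeGO-1.0/1.6 cells, 16857 probes passed, 8068 higher and 8789 lower than in LeGO-GFP cells. By the methods, transduced cells were expanded and then frozen in aliquots. Whether the cultures of a lentivirus group came from separate transductions is not stated. If they did not, the p-values between these groups measure the spread of cultures and not that of transduced lines. Normalization to the 75th percentile moved the siPINC count to 24, 22 higher and 2 lower, and leaving out 1 array moved it to between 66 (without siPINC replicate 1) and 213 (without siPINC replicate 2). The siPINC1.0/1.6 count was 733 under the methods' t-test and 3904 among bright probes alone, and was lowest among the counts with 1 array left out without siNEG replicate 2, at 1027. The LeGO-1.0/1.6 count stayed between 13617 and 18217 under 19 alternatives. By fitted value, the largest rises were those of *Krt6b* in siPINC1.0/1.6 cells, with a log2 fold change of 3.14, *Wfdc21* in siPINC cells, at least 2.93-fold, and *Lilrb4a* in LeGO-1.0/1.6 cells, at least 303.25-fold. *Krt6a*, well above background on all siNEG and siPINC +LH arrays, rose in siPINC cells by 1.77, more than the limit for *Wfdc21*. The largest falls by fitted value were those of *Klk1b26* in siPINC1.0/1.6 cells, with a log2 fold change of −2.07 and a signal well above background on 2 of 3 arrays there, *Glod5* in siPINC cells, with −1.08, and *Krt23* in LeGO-1.0/1.6 cells, at least 458.26-fold.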

As knockdown and overexpression of *mPINC* resulted in opposing phenotypes on differentiation, we looked for genes that were altered in opposite directions by knockdown and overexpression. For the knockdown analysis, we used the array data from undifferentiated (−LH) and differentiated (+LH) HC11 cells to reveal hormonally-regulated targets of *mPINC*. This analysis narrowed the list of potential *mPINC* targets to 181 genes (Figure 10C) (Table S3). 

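Between +LH and −LH siNEG cells 15115 probes differed at an adjusted p under 0.05 from limma, 7535 higher and 7580 lower in +LH cells. Where hormone changes or effects in siNEG cells are named, this difference is meant. The hormones were given in priming medium, whose listed contents include no EGF, unlike the growth medium. The medium of the −LH arrays is not stated. A part played by medium, culture time or slide is thus not excluded. The −LH and +LH effects of each siRNA were then compared by an interaction term in limma. The effect of siPINC1.0/1.6 differed between +LH and −LH cells at 1778 probes and that of siPINC at 280 probes. Leaving out 1 array at a time gave between 1404 and 1925 probes for siPINC1.0/1.6 and between 105 (without the second siNEG +LH or the third siPINC +LH replicate) and 656 (without the first siPINC −LH replicate) for siPINC. With the series matrix values the siPINC count was 4. Among the 24 genes fixed before the data were examined, which are those the paper names from its arrays, its differentiation markers and PRC2 members, the siPINC1.0/1.6 effect differed at 12 and the siPINC effect at 4.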

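At an unadjusted p under 0.01 and a fold change over 1.4 from limma, for LeGO-1.0/1.6 against LeGO-GFP cells and for any of the 4 knockdown comparisons, 507 probes with 375 gene symbols moved in opposite directions. Under the same thresholds 2326 probes moved in the same direction, and 57 did both. When the log2 fold changes of overexpression were shuffled over the probes 1000 times, a mean of 574 probes (at most 639) moved in opposite directions and 570.6 (at most 649) in the same direction. The knockdown and overexpression comparisons share no array. In −LH cells siPINC1.0/1.6 gave 240 probes in the opposite and 1544 in the same direction, and siPINC gave 189 and 243. In +LH cells siPINC1.0/1.6 gave 191 and 958, and siPINC gave 108 and 324. The background correction by normexp moved the number of opposite probes most among the alternatives chosen beforehand, to 252, with 1547 in the same direction.

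**Figure D1:**
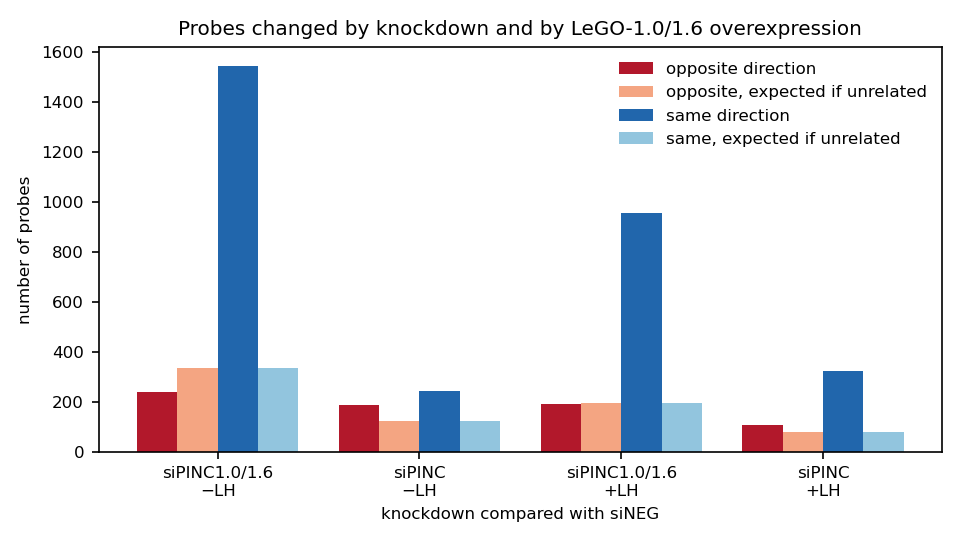
Number of probes called in each knockdown and in LeGO-1.0/1.6 overexpression, by direction. Dark bars are the probes counted and light bars the number expected if the calls were unrelated. Same-direction probes exceeded their expected number in each of the 4 knockdown groups, 1544 against 335.2 in siPINC1.0/1.6 −LH cells. Opposite-direction probes were above it in siPINC −LH (189 against 122.4) and siPINC +LH cells (108 against 80.6). They were below it in siPINC1.0/1.6 −LH (240 against 335.4) and siPINC1.0/1.6 +LH cells (191 against 196.6). Without the first siNEG +LH and LeGO-GFP replicates, siPINC +LH cells gave 87 against 85.6. Without LeGO-1.0/1.6 replicate 1, siPINC1.0/1.6 +LH cells gave 200 against 192.4.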

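Leaving out the 57 probes that moved both ways, 310 of the opposite-direction probes were higher in knockdown and lower in overexpressing cells and 140 were the reverse, a share of 68.89%. All probes called in LeGO-1.0/1.6 cells divided more evenly, with 6527 of 12410 (52.59%) lower than in LeGO-GFP cells. Among the opposite-direction probes, those higher and those lower in knockdown numbered 153 and 87 in siPINC1.0/1.6 −LH and 125 and 64 in siPINC −LH cells. In +LH cells they numbered 155 and 36 with siPINC1.0/1.6 and 93 and 15 with siPINC. The share was 75.225% with normexp and 63.095% with a slide term, the furthest in each direction among the alternatives chosen beforehand, and between 65.795% and 70.153% with 1 array left out.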

Almost 80% of the identified genes (141 genes) were upregulated in the *mPINC* knockdown cells and downregulated in the overexpression cells, providing evidence that *mPINC* functions as part of a repressive PRC2 complex. This analysis also revealed several differentially expressed genes with known or suggested roles in mammary gland development and alveolar differentiation, including members of the Wnt and Notch signaling pathways. 

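Of the 24 fixed genes, limma called 11 in siPINC1.0/1.6 −LH, 0 in siPINC −LH, 9 in siPINC1.0/1.6 +LH, 6 in siPINC +LH and 23 in LeGO-1.0/1.6 cells when adjusted over all probes. Adjusted over the list alone, the numbers were 14, 14, 11, 11 and 24. The study picked most of these genes on the same arrays, so the second set of numbers is not independent evidence. From the share of the identified genes that rose with knockdown and fell with overexpression, the paper reasons that *mPINC* acts as part of a repressive PRC2 complex.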

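*Edn1*, *Wnt4*, *Dlk2*, *Ly6a* and *Pip* had a log2 fold change above 0 in each of the 4 knockdown comparisons. The adjusted p from limma was under 0.05 for 3 of the 5 genes in siPINC1.0/1.6 −LH, 0 in siPINC −LH, 3 in siPINC1.0/1.6 +LH and 2 in siPINC +LH cells. All 5 fell in LeGO-1.0/1.6 cells at an adjusted p under 0.05, and this call held under 19 alternatives. *Edn1* (probe A_51_P115005) had a log2 signal of 8.33 ± 0.028 (SD, n = 3) in siNEG +LH, 8.37 ± 0.063 in siPINC1.0/1.6 +LH and 8.74 ± 0.051 in siPINC +LH cells. Its log2 fold change was 0.03 (standard error 0.052, adjusted p = 0.879 from limma) in siPINC1.0/1.6 and 0.41 (standard error 0.052, adjusted p = 0.0284) in siPINC +LH cells, and −0.73 (standard error 0.05, adjusted p = 2.55e-05) in LeGO-1.0/1.6 cells. *Pip* (probe A_51_P174143) had a log2 fold change of 0.004 in siPINC1.0/1.6 −LH, with the sign reversed in 4 of 16 alternatives, and 0.06 in siPINC1.0/1.6 +LH cells. It rose by 1.70 (standard error 0.06, adjusted p = 0.09) in siPINC −LH and by 0.36 (standard error 0.049, adjusted p = 0.0358) in siPINC +LH cells, and its log2 signal fell from 12.97 ± 0.18 (SD, n = 3) in LeGO-GFP to 5.05 ± 0.53 in LeGO-1.0/1.6 cells. The siPINC +LH calls of *Edn1* and *Pip* were lost in 13 and 14 of 19 alternatives.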

Genes that were upregulated by mPINC knockdown and downregulated by overexpression include endothelin 1 (*Edn1*), *Wnt4*, delta-like 2 (*Dlk2*), *Ly6a* (or *Sca1*) and prolactin-induced protein (*Pip*). Conversely, genes that were downregulated by mPINC knockdown and upregulated by overexpression include chitinase 3-like 1 (*Chi3l1*), integrin-beta 3 (*Itgb3* or *CD61*), endothelin receptor a (*Endra*) and of course, *mPINC* itself. 

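*Chi3l1*, *Itgb3*, *Ednra* and *mPINC* all had a higher log2 signal in LeGO-1.0/1.6 than in LeGO-GFP cells, at an adjusted p under 0.05 from limma and under each of 19 alternatives. In the knockdown comparisons the directions were mixed. In siPINC1.0/1.6 −LH cells 3 of the 4 genes were lower than in siNEG cells and *Chi3l1* was higher. In siPINC −LH cells 3 were lower and *Ednra* was higher. In siPINC1.0/1.6 +LH cells *Chi3l1* and *Ednra* were lower and *Itgb3* and *mPINC* higher, and in siPINC +LH cells 3 were lower and *Itgb3* was higher. At an adjusted p under 0.05, 2 were lower in siPINC1.0/1.6 −LH, 2 lower and 1 higher in siPINC1.0/1.6 +LH, and 1 lower in siPINC +LH cells. In siPINC −LH cells limma called 0 of the 4.

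**Figure D2:**
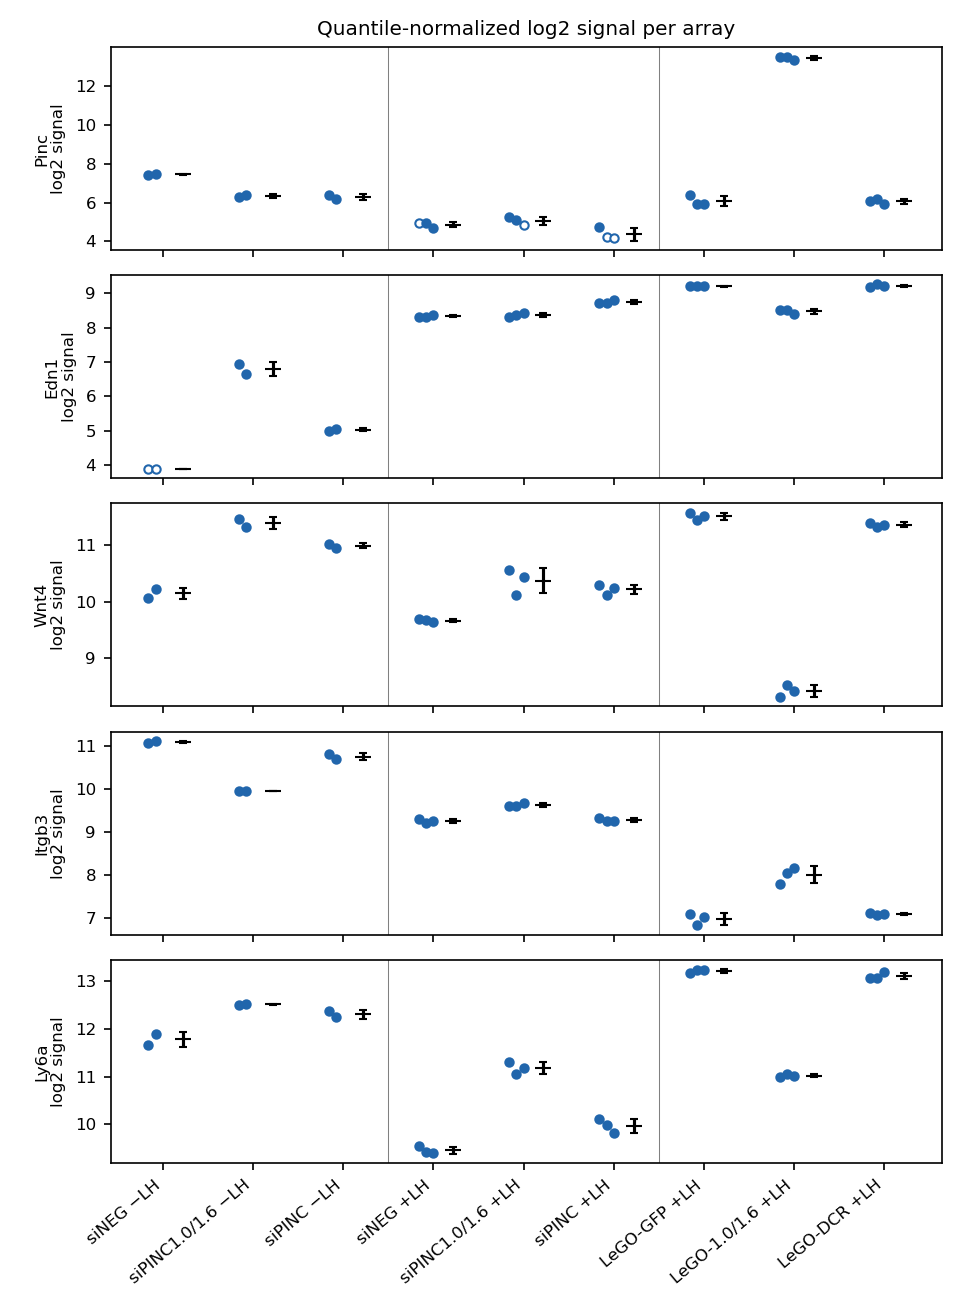
Quantile-normalized log2 signal of *mPINC*, *Edn1*, *Wnt4*, *Itgb3* and *Ly6a* on each array. Points are single arrays, open where the probe was not well above background, and bars give the mean and SD of each group. *Edn1* was not well above background on either siNEG −LH array.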

The differential expression of each of these genes was confirmed by qPCR (Figure 10D). The genes identified by microarray provide mechanistic insight into how *mPINC*-PRC2 may regulate alveolar differentiation as a repressive complex in the late pregnant and early involuting mammary gland.

### *mPINC* splice forms have common, stable hairpin structures that may interact with PRC2

Although there is increasing evidence that many lncRNAs interact with PRC2 to direct their activity towards particular regions in the genome, the mechanism of this interaction remains a mystery. Recent studies identified double-stem loop structures in the *RepA* and *Hes1-as* lncRNAs that are thought to interact directly with the EZH2 subunit of PRC2 [20], but whether this will be a motif common to all PRC2-interacting lncRNAs is not yet known. To determine whether *mPINC* contained any structures that may interact with PRC2, we used the RNAstructure software to predict the secondary structure interactions of the *mPINC* isoforms *mPINC1.0*, *mPINC1.6* and *DRC2*. Using SISSIz [44], we also looked for regions within the *mPINC* locus that showed significant evolutionary conservation of RNA secondary structure in all vertebrates (Figure 11A). As a result, we found two double hairpin regions that occurred in all three isoforms, indicated in the circular plots as structure 1 (S1) and structure 2 (S2) (Figure 11B–11D). The first is a 53 nt Y-shaped structure arising from exon 1, which showed a high level of evolutionary conservation (Figure 11E). This structure appears similar to that identified in *RepA* and we therefore propose that it may be a good candidate site for PRC2-interaction. The second structure is a 143 nt double hairpin that arises from exons 4 and 5 (Figure 11F). Although this region did not contain signatures of evolutionary conservation, the structure was predicted to fold with high probability. Given the high stability of the second site, we anticipate that it will also play an important role in the function of *mPINC*, possibly as an additional protein-interaction site. These data show that the 5′ region of *mPINC*, which is sufficient for interacting with PRC2, contains evolutionarily conserved stable hairpin structures that are reminiscent of double stem-loop structures of lncRNAs that have previously been shown to bind the EZH2 subunit of PRC2.

**Figure 11:**
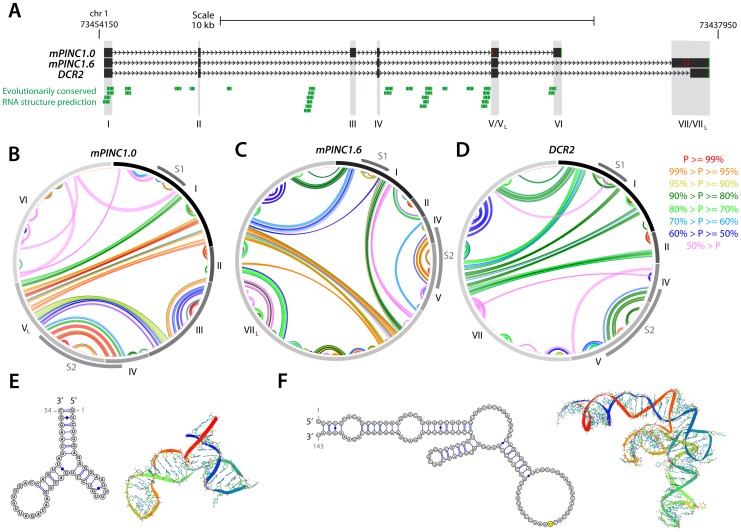
Structural analysis of the *PINC* locus. (A) Genomic representation of the *PINC* locus showing alternate isoforms *mPINC1.0*, *mPINC1.6* and *DCR2*. Regions of evolutionarily conserved RNA structures were predicted by SISSIz (see Methods). (B–D) Circle plot secondary structure representations of interacting nucleotides in *mPINC1.0* (B), *mPINC1.6* (C) and *DCR2* (D). The probability of the interactions is color-coded according to the legend (right). Secondary structures were computed using the RNAstructure software (see Methods). (E–F) High-confidence localized hairpin structures that represent possible protein-interaction sites and their most stable 3D representations, as modelled by MC-FOLD/MC-SYM. The corresponding regions in B–D are indicated by S1, for structure 1 (E) and by S2, for structure 2 (F) grey arcs.

## Discussion

Previously, we identified *PINC* and *RbAp46*, a member of the chromatin-modifying PRC2 complex, as genes that are elevated in alveolar cells of the pregnant and involuting rat mammary gland. *In vitro* studies of *mPINC* showed potential roles in regulating survival and cell-cycle progression of mammary epithelial cells, and it was further concluded that *mPINC* was a marker of alveolar cell fate. In this study, we extend our previous observations and demonstrate a functional role for *mPINC* in regulating alveolar development. First, we showed that *mPINC* is highly expressed in alveolar cells in the mouse mammary gland during pregnancy and downregulated in early lactation. Similarly, we found that *mPINC* levels decline upon lactogenic hormone-induced differentiation of HC11 cells. To investigate the functional significance of *mPINC* downregulation, we performed gain- and loss-of-function studies using HC11 differentiation assays. Overexpression of *mPINC* blocked lactogenic differentiation, while knockdown of *mPINC* resulted in enhanced markers of differentiation. As previous data showed that *PINC* and *RbAp46* are co-regulated and co-localized in the rat mammary gland, we sought to determine a potential interaction in mammary epithelial cells. We provide evidence that *mPINC* is associated with RbAp46 and other PRC2 members in mammary epithelial cells both *in vitro* and *in vivo*. Finally, microarray analysis of *mPINC* knockdown and overexpression cells provided substantial insight into the putative gene networks modified by *mPINC*-PRC2. These results suggest that *mPINC* likely functions epigenetically as part of a chromatin-modifying PRC2 complex in the post-pubertal mammary gland to negatively regulate mammary alveolar differentiation.

As many lncRNAs show tissue-specific expression patterns and spatiotemporal regulation during development, it is not surprising that several lncRNAs regulate key developmental processes such as cell-fate commitment and differentiation. Large-scale analysis has revealed differentially expressed lncRNAs during mouse embryonic stem (ES) cell differentiation, thus identifying novel lncRNAs associated with either pluripotency or various stages of differentiation [45]. In addition, several lncRNAs regulate specific processes of development, such as germ layer specification [46], muscle cell differentiation [47], and terminal differentiation of erythroid cells [48] and skin cells [49]. Recently, a developmentally regulated lncRNA, *Zfas1*, was identified in the post-pubertal mouse mammary gland [50]. *Zfas1* exhibits a 10-fold decrease between pregnancy and lactation and is downregulated in lactogenic hormone-induced differentiation of HC11 cells. Like *mPINC*, knockdown of *Zfas1* results in enhanced lactogenic differentiation of HC11 cells. However, the molecular mechanisms that regulate the function of *Zfas1* are unknown. In this study, we found that *mPINC* regulates mammary alveolar differentiation and we demonstrate, for the first time, the interaction of an lncRNA with PRC2 in mammary epithelial cells.

PRC2 has a well-known role in maintaining cellular identity by stably repressing different sets of genes during differentiation and development [51], [52]. Historically, PRC2 has been regarded as a critical regulator of gene expression during embryonic development [53]. However, mounting evidence suggest that PRC2 is also involved in maintaining homeostasis in adult tissues by regulating the balance between self-renewal and differentiation of specific progenitor populations [54]–[56]. For example, loss of the enzymatic subunit of PRC2, EZH2, in either cortical or epidermal progenitor cells results in accelerated differentiation, while overexpression of EZH2 in myoblasts inhibits muscle cell differentiation. Intriguingly, our data suggest an additional role for PRC2, in association with the lncRNA *mPINC*, in maintaining alveolar progenitors by repressing genes necessary for alveolar differentiation.

Precisely how PRC2 targets specific loci to control the fate of a particular cell is unknown. However, increasing evidence shows that lncRNAs may be, in part, responsible. The earliest and best-characterized example is the silencing of the X chromosome during dosage compensation by PRC2 recruitment, which was recently shown to be mediated in *cis* by a 1.6 kilobase lncRNA called *RepA* [22]. More recently, several more lncRNAs have been shown to be required for the targeting of PRC2 to specific loci in *cis*, such as *Kcnq1ot1* silencing of the *Kcnq1* imprinted locus and *Anril* repression of the *p15^INK4B^* locus [23], [24]. In this study, we showed that *mPINC* interacts with PRC2 *in vitro* and *in vivo* and microarray analysis of mammary epithelial cells following *mPINC* modulation revealed 181 potential target genes. Analysis of these target genes revealed only one gene proximal to the *mPINC* locus on chromosome 1, *Igfbp2*. 

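The order of genes around *mPINC* was taken from the RefSeq annotation of a later assembly than that of the array, for the order only. Counting away from *mPINC* on one side, the genes are *Tnp1*, *Igfbp5*, *Igfbp2*, *Rpl37a*, *Ankar* and *Smarcal1*, and on the other *Tns1*, *Rufy4*, *Cxcr2*, *Cxcr1*, *Arpc2* and *Gpbar1*. *Ankar*, *Rufy4* and *Cxcr1* were not well above background on any of the 24 arrays. Among the neighbours of *Igfbp2*, *Igfbp5* was singled out after its values were seen. Its log2 fold change was −1.39 (adjusted p = 0.0206 from limma) in siPINC1.0/1.6 −LH, −0.74 (adjusted p = 0.00567) in siPINC1.0/1.6 +LH and −5.47 (adjusted p = 1.03e-07) in LeGO-1.0/1.6 cells, thus lower with siPINC1.0/1.6 and with overexpression. With siPINC it was −0.15 in −LH and −0.39 in +LH cells. *Tnp1*, well above background on 16 arrays, fell by 2.48 on the log2 scale in LeGO-1.0/1.6 cells (adjusted p = 0.0161 from limma). The log2 fold changes of *Smarcal1*, *Rpl37a*, *Tns1* and *Arpc2* in LeGO-1.0/1.6 cells were 0.20, −0.13, 0.21 and −0.07, with adjusted p-values between 0.0587 and 0.527.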

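The array's *mPINC* probe lies on chromosome 1 of mm9 from 73437960 to 73438019, and the *Igfbp2* probe A_55_P2056729 on the same chromosome from 72898677 to 72898736, so the probes are 539.2 kb apart. The log2 fold change of *Igfbp2* was 0.95 (standard error 0.094, adjusted p = 0.0378 from limma) in siPINC1.0/1.6 −LH, a call that was lost in 10 of 16 alternatives, and 1.14 (standard error 0.094, adjusted p = 0.139) in siPINC −LH cells. In +LH cells it was 0.45 (standard error 0.134, adjusted p = 0.156) and 0.51 (standard error 0.134, adjusted p = 0.228). With overexpression (LeGO-1.0/1.6) the log2 signal was 5.63 ± 0.14 (SD, n = 3) against 8.95 ± 0.095 in LeGO-GFP cells, a log2 fold change of −3.32 (standard error 0.101, adjusted p = 6.18e-07). A further *Igfbp2* probe, A_66_P135391, moved in the same directions, with −4.91 in LeGO-1.0/1.6 cells.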

*Igfbp2* is located 400 kilobases downstream of *mPINC* and is differentially regulated during mammary development [57]. IGFBP2 levels decline throughout pregnancy and lactation with the most significant reduction occurring at day 2 of involution. Interestingly, *mPINC* levels are highest at day 2 of involution and may play a role in the repression of *Igfbp2* at this time point. However, the function of *Igfbp2* during involution, as well as during other stages of mammary development, is unknown.

LncRNAs also recruit PRC2 in *trans* as evidenced by the lncRNA *HOTAIR*, which is transcribed from the *HOXC* locus but is required to target PRC2 to the *HOXD* locus on a different chromosome [13]. *mPINC* may operate like *HOTAIR* and target genes in *trans* to regulate alveolar differentiation. 

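The 181 probes of Table S3 lie on 20 chromosomes, apart from 1 probe without a position. Chromosome 15 holds 20 of them, chromosome 4 holds 19, chromosomes 11, 5 and 6 hold 15 each, and chromosome 1, which carries *mPINC*, holds 13. All 13 on chromosome 1 were called in opposite directions by limma at an unadjusted p under 0.01 and a fold change over 1.4.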

Analysis of potential *mPINC* target genes showed that they are distributed throughout the genome, with the exception of *Igfbp2*, indicating that *mPINC* is most likely regulating genes in *trans*. The most upregulated gene in *mPINC* knockdown cells, *Edn1*, is an important cell fate determinant during embryogenesis [58], [59]. It is highly expressed in the mammary gland during lactation and is also induced in HC11 cells treated with lactogenic hormones [60]. 

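In −LH cells *Edn1* was not well above background on either siNEG array. Its log2 signal was 6.80 ± 0.208 (SD, n = 2) in siPINC1.0/1.6 and 5.03 ± 0.04 in siPINC cells, at least 6.61-fold (adjusted p = 0.0188 from limma) and at least 1.94-fold (adjusted p = 0.164) higher than in siNEG cells. The first of these calls was lost in 7 of 16 alternatives, and its limit lay between 2.18-fold (normexp) and 7.32-fold (without siPINC1.0/1.6 replicate 2) where the values or the arrays were changed. By the fold changes printed in the paper's tables, *Edn1* ranks 1 in siPINC1.0/1.6 −LH cells among the genes of Table S3, and 15 genes of Table S1 have a larger rise in either knockdown.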

The receptor for *Edn1*, *Ednra*, was downregulated by *mPINC* modulation, thus emphasizing the potential importance of this pathway. 

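For *Ednra* (probe A_52_P156190) the log2 signal was 9.42 ± 0.086 (SD, n = 3) in siNEG +LH and 8.49 ± 0.069 in siPINC1.0/1.6 +LH cells, a log2 fold change of −0.92 (standard error 0.063, adjusted p = 0.000753 from limma), and this call held under 19 alternatives. In siPINC +LH cells the log2 fold change was −0.16 (standard error 0.063, adjusted p = 0.454). In −LH cells it was −0.05 (standard error 0.2) in siPINC1.0/1.6 and 0.24 (standard error 0.2) in siPINC cells, and the former changed sign in 2 of 16 alternatives. *Ednra* was, in LeGO-1.0/1.6 cells, higher than in LeGO-GFP cells, with a log2 fold change of 0.56 (standard error 0.074, adjusted p = 0.000863).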

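The brighter *Wnt4* probe, A_66_P139703, had a log2 signal of 10.15 ± 0.102 (SD, n = 2) in siNEG −LH, 11.40 ± 0.101 in siPINC1.0/1.6 −LH and 11.00 ± 0.048 in siPINC −LH cells. The log2 fold change was 1.25 (standard error 0.089, adjusted p = 0.0291 from limma) in siPINC1.0/1.6, lost in 9 of 16 alternatives, and 0.85 (standard error 0.089, adjusted p = 0.169) in siPINC cells. Overexpression in LeGO-1.0/1.6 cells gave −3.10 (standard error 0.069, adjusted p = 1.83e-07), with a signal of 8.42 ± 0.11 (SD, n = 3) against 11.52 ± 0.063 in LeGO-GFP cells.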

Another gene upregulated upon *mPINC* loss was *Wnt4*. *Wnt4* is induced by progesterone during pregnancy and is required for proper lobuloalveolar development [61]. *Wnt4* is also required for hormone-induced differentiation of HC11 cells [62]. The Notch signaling inhibitor *Dlk2* [63] was also induced in the *mPINC* knockdown cells, while a positive regulator of Notch signaling, *Mindbomb2* (*Mib2*) [64], was oppositely regulated. 

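*Dlk2* (probe A_51_P254299) rose in −LH cells by 1.41 on the log2 scale (standard error 0.095, adjusted p = 0.0287 from limma) with siPINC1.0/1.6 and by 0.95 (standard error 0.095, adjusted p = 0.159) with siPINC. In +LH cells the log2 fold changes were 0.45 (standard error 0.093, adjusted p = 0.0497) and 0.10 (standard error 0.093, adjusted p = 0.755), and in LeGO-1.0/1.6 cells −0.99 (standard error 0.1, adjusted p = 0.000187). *Mib2* (probe A_55_P1963900) had a log2 fold change of −0.54 (standard error 0.053, adjusted p = 0.0379) in siPINC1.0/1.6 −LH, −0.24 (adjusted p = 0.329) in siPINC −LH, −0.23 (adjusted p = 0.0722) in siPINC1.0/1.6 +LH and −0.18 (adjusted p = 0.281) in siPINC +LH cells. Its log2 fold change in LeGO-1.0/1.6 cells was 0.61 (standard error 0.047, adjusted p = 4.77e-05). The knockdown calls of *Dlk2* were lost in 8 of 16 alternatives in −LH and 13 of 19 in +LH cells, and that of *Mib2* in 10 of 16.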

Active Notch signaling in mammary epithelial cells promotes luminal cell fate, while constitutive Notch signaling in the luminal cells during pregnancy inhibits alveolar differentiation, suggesting that repression of Notch activity is required for alveolar differentiation [65]. 

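The probe of *Chi3l1*, A_51_P362066, had a log2 signal of 7.70 ± 0.059 (SD, n = 3) in siNEG +LH, 6.88 ± 0.117 in siPINC1.0/1.6 +LH and 6.83 ± 0.132 in siPINC +LH cells. The log2 fold change was −0.82 (standard error 0.089, adjusted p = 0.00425 from limma) with siPINC1.0/1.6 and −0.87 (standard error 0.089, adjusted p = 0.0152) with siPINC. The former call held under 19 alternatives and the latter was lost in 8 of them. In −LH cells the log2 fold changes were 0.28 (standard error 0.145, adjusted p = 0.437) and −0.81 (standard error 0.145, adjusted p = 0.27). The signal in LeGO-1.0/1.6 cells was 10.80 ± 0.064 (SD, n = 3) against 7.90 ± 0.142 in LeGO-GFP cells, a log2 fold change of 2.90 (standard error 0.088, adjusted p = 6e-07).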

*Chi3l1* (or *Ykl40*) was downregulated by *mPINC* knockdown and upregulated by overexpression. Treatment of mammary epithelial cells with recombinant YKL40, or ectopic expression of *Ykl40* in mammary epithelial cells, inhibits lactogenic hormone-induced differentiation [66]. *Chi3l1* (or *Ykl40*) is one of the most highly induced genes during involution and could function downstream of *mPINC* to maintain alveolar progenitors in the involuted gland. The identification of these potential *mPINC*-PRC2 target genes provides plausible mechanisms for the impact of *mPINC* on alveolar differentiation.

The microarray data also provided additional evidence for the differentiation status of the HC11 cells following *mPINC* knockdown and overexpression. 

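A list of 24 milk genes was written before the array data were examined, but after the paper and its supplementary tables were read. It was tested with camera, a gene-set test in limma that presets the correlation between genes (0.01). Of the genes, 23 entered the tests. In siNEG cells 17 of 23 were higher in +LH than in −LH cells, with a median log2 fold change of 1.05 (adjusted p = 4.04e-05 from camera). Of the 23, 6 were higher in LeGO-1.0/1.6 than in LeGO-GFP cells, with a median of −0.83 (adjusted p = 0.00496). With siPINC, 16 of 23 were higher in −LH cells (median 0.10, adjusted p = 0.0272) and 18 of 23 in +LH cells (median 0.18, adjusted p = 0.0178). With siPINC1.0/1.6, 11 of 23 were higher in −LH (median −0.005, adjusted p = 0.671) and 7 of 23 in +LH cells (median −0.06, adjusted p = 0.163). Between the knockdowns in −LH cells, 8 of 23 were higher in siPINC1.0/1.6 than in siPINC cells (median −0.07, adjusted p = 0.0435). That adjusted p was 0.174 over the members outside the paper's tables. These medians rest on fitted values, some of them of genes that were not well above background in a group. The paper's tables list 9 of the genes. Over the 14 tested members that they do not list, the hormone effect in siNEG cells held (adjusted p = 0.00704), whereas the adjusted p was 0.321 in LeGO-1.0/1.6, 0.896 in siPINC −LH and 0.842 in siPINC +LH cells. In siPINC1.0/1.6 +LH cells these members were lower (median −0.09, adjusted p = 0.0135), where the whole list did not pass with camera and was lower with fry (adjusted p = 0.0393). With the correlation estimated from the data, camera called the milk list in none of the comparisons, with an adjusted p of 0.051 for the hormones and 0.113 for LeGO-1.0/1.6. This test is 1 of 110, of 10 lists in 11 comparisons, of which camera called 48 and fry, a rotation test, called 77, 44 of them the same calls in the same direction, while 9 of the camera calls held with the correlation estimated from the data.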

There was some variability in the effect of *mPINC* knockdown on markers of lactogenic differentiation, as *Csn2* levels were not increased similar to *Ltf* and *Wap* levels. 

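*Csn2* (probe A_51_P446395) was not well above background in any −LH group. In +LH cells its log2 fold change was −1.20 (standard error 0.171, adjusted p = 0.0128 from limma) with siPINC1.0/1.6 and 0.18 (standard error 0.171, adjusted p = 0.754) with siPINC. The siPINC1.0/1.6 call was lost under the methods' t-test and without the first siNEG or the first siPINC1.0/1.6 replicate. In LeGO-1.0/1.6 cells *Csn2* was not well above background, and its signal was at least 7.24-fold lower than in LeGO-GFP cells (adjusted p = 9.76e-06). *Ltf* (probe A_52_P15388) rose in −LH cells by 0.98 (standard error 0.149, adjusted p = 0.0615) with siPINC1.0/1.6 and by 1.39 (standard error 0.149, adjusted p = 0.17) with siPINC on the log2 scale. In +LH cells it rose by 1.1 (standard error 0.087, adjusted p = 0.00122) and 1.27 (standard error 0.087, adjusted p = 0.00573), the latter lost in 2 of 19 alternatives. *Ltf* had a log2 fold change of −4.31 (standard error 0.064, adjusted p = 4.93e-08) in LeGO-1.0/1.6 cells. The brighter *Wap* probe, A_55_P2140255, was not well above background on any of the 15 knockdown-experiment arrays, and was at least 2.87-fold lower in LeGO-1.0/1.6 than in LeGO-GFP cells (adjusted p = 0.000475). With normexp the limits of *Csn2* and *Wap* in LeGO-1.0/1.6 cells were 2.01-fold and 1.32-fold.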

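For *Cp*, *Mal*, *Clu*, *Csn3*, *Pip* and *Cidea*, the number with a log2 fold change above 0 was 4 of 6 in siPINC1.0/1.6 −LH, 5 of 6 in siPINC −LH, 3 of 6 in siPINC1.0/1.6 +LH and 5 of 6 in siPINC +LH cells. At an adjusted p under 0.05 from limma, 2 were higher and 2 lower in siPINC1.0/1.6 −LH, 1 was higher in siPINC1.0/1.6 +LH and 3 were higher in siPINC +LH cells, while 0 passed in siPINC −LH cells. All 6 were lower in LeGO-1.0/1.6 cells at an adjusted p under 0.05.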

The expression profiling, however, identified additional milk protein genes, as well as other lactation-induced genes, that were differentially expressed following *mPINC* knockdown and overexpression. These genes, which include *Cp*, *Mal*, *Clu*, *Csn3*, *Pip* and *Cidea*, were all induced by *mPINC* knockdown and decreased by overexpression [67], [68]. Additionally, overexpression of the *mPINC* DCR mutant not only failed to inhibit differentiation, but also showed enhanced expression of some markers of differentiation, suggesting the possibility that it acts in a dominant-negative manner. However, expression profiles of LeGO-DCR overexpressing cells clearly showed that they were very similar to the LeGO-GFP control cells, suggesting that the DCR mutant is not interfering with endogenous *mPINC* function. Thus, the microarray data provides further support for the hypothesis that *mPINC* is necessary for maintaining the undifferentiated state of mammary epithelial cells, and that the conserved regions are necessary for this function.

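*Cp* (probe A_55_P2111302) had a log2 fold change of 0.80 (standard error 0.101, adjusted p = 0.0479 from limma) in siPINC1.0/1.6 −LH and 0.56 (standard error 0.097, adjusted p = 0.0267) in siPINC1.0/1.6 +LH cells. *Clu* (probe A_55_P2017929) had 0.73 (standard error 0.052, adjusted p = 0.0291) and 0.08 (standard error 0.074, adjusted p = 0.712), respectively. *Mal* (probe A_55_P2113160) had 0.57 (standard error 0.078, adjusted p = 0.0534) in siPINC1.0/1.6 −LH and 0.48 (standard error 0.061, adjusted p = 0.0284) in siPINC +LH cells. *Csn3* (probe A_51_P227275) fell in siPINC1.0/1.6 −LH cells by 1.83 (standard error 0.233, adjusted p = 0.048) and rose in siPINC +LH cells by 0.81 (standard error 0.1, adjusted p = 0.027). *Cidea* (probe A_51_P199168) fell in siPINC1.0/1.6 −LH cells by 0.95 (standard error 0.103, adjusted p = 0.0408), and its change in siPINC +LH cells was 0.53 (standard error 0.092, adjusted p = 0.0728). Each of these −LH calls was lost in 10 of 16 alternatives, with no change of sign, and the +LH calls of *Cp*, *Mal* and *Csn3* in 9, 12 and 14 of 19. In LeGO-1.0/1.6 cells the log2 fold changes were −0.76 (*Cp*), −0.83 (*Clu*), −1.48 (*Cidea*), −1.92 (*Csn3*) and −3.36 (*Mal*), with adjusted p-values between 1.48e-07 and 0.00361, and all of these calls held under 19 alternatives.

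**Figure D3:**
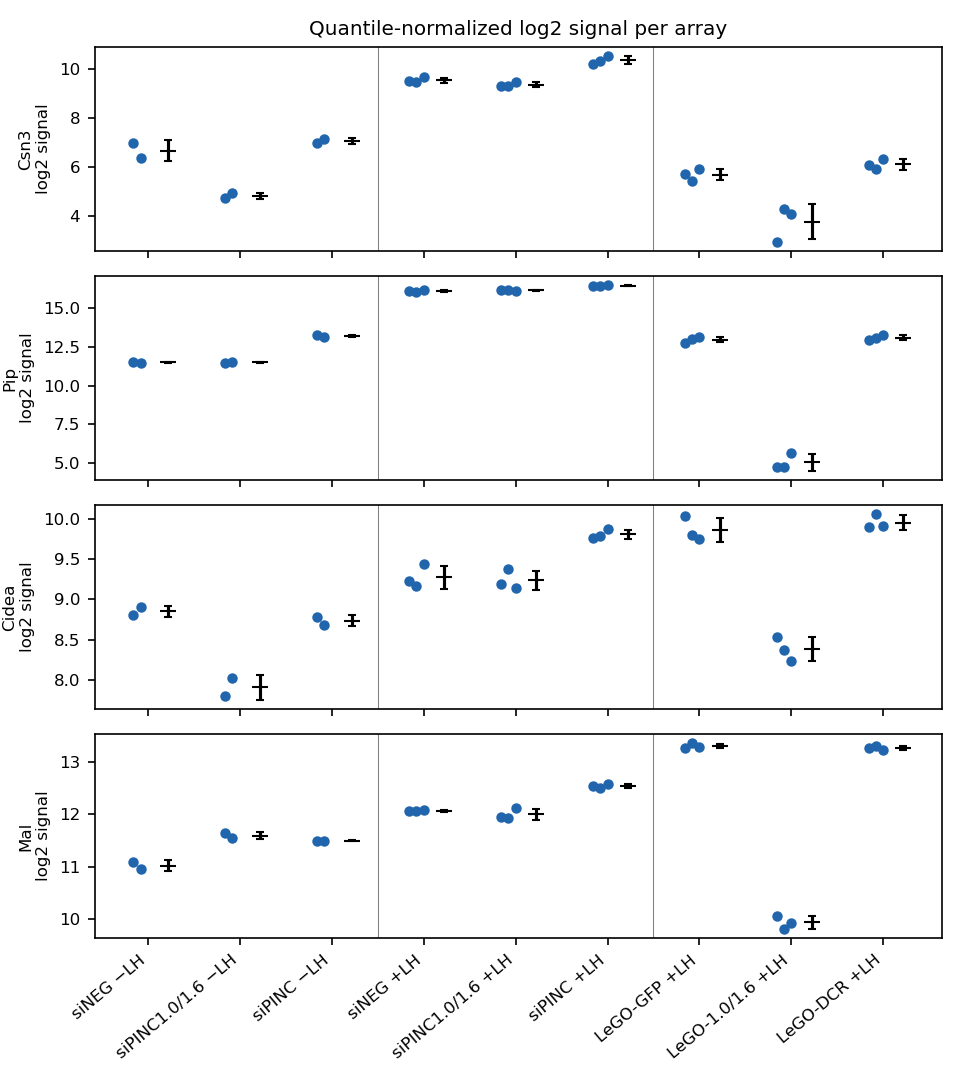
Quantile-normalized log2 signal of *Csn3*, *Pip*, *Cidea* and *Mal* on each array. Points are single arrays and bars give the mean and SD of each group. *Csn3* and *Cidea* were lower in siPINC1.0/1.6 than in siNEG −LH cells, and all 4 genes were lower in LeGO-1.0/1.6 than in LeGO-GFP cells.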

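Between LeGO-DCR and LeGO-GFP cells, limma called 41 probes at an adjusted p under 0.05, 4 higher and 37 lower in LeGO-DCR cells, and 2519 probes (4.52%) at an unadjusted p under 0.05. The count moved between 0 and 79 under the alternatives, with 9 without LeGO-DCR replicate 3 and 69 without LeGO-GFP replicate 2. The 41 probes include 9 gene symbols. The largest rise among the named genes was that of *Tas1r1*, with a log2 fold change of 0.49 (standard error 0.052, adjusted p = 0.0478). The largest falls were those of *Tnfrsf13b*, with −1.31 (standard error 0.077, adjusted p = 0.00639) and a signal well above background on 2 of 3 LeGO-DCR arrays, *Ctsw*, with −1.17 (adjusted p = 0.00995), and *Banp*, with −0.75 (adjusted p = 0.0361). These calls were lost in 17, 6, 8 and 13 of 19 alternatives, in the same order. LeGO-1.0/1.6 and LeGO-DCR cells differed at 16511 probes, 8089 higher and 8422 lower in LeGO-1.0/1.6 cells. Among the 181 probes of Table S3, limma called 0 between LeGO-DCR and LeGO-GFP cells, and their median absolute log2 fold change there was 0.09. The *mPINC* probe, raised in LeGO-1.0/1.6 cells, had a log2 fold change of −0.015 (standard error 0.136) in LeGO-DCR cells. The paper's qPCR found the mutant transcript at a high level in LeGO-DCR cells, and the mutant lacks both terminal exons. Whether the probe lies in the deleted sequence was not checked, so its value is no measure of the mutant's level.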

Lastly, the robust enrichment of *mPINC* in the luminal and alveolar progenitor populations further substantiates its role in maintaining cells in an undifferentiated state. Previous characterization of luminal subpopulations using CD61 and Sca-1 have shown that the luminal progenitors are CD61^+^ and Sca-1^−^, while the more differentiated, mature luminal cells are CD61^−^ and Sca-1^+^ [38]. 

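*Itgb3* (probe A_52_P553890) had a log2 signal of 11.09 ± 0.026 (SD, n = 2) in siNEG −LH, 9.95 in siPINC1.0/1.6 −LH and 10.76 ± 0.08 in siPINC −LH cells. The log2 fold change was −1.14 (standard error 0.064, adjusted p = 0.0263 from limma) with siPINC1.0/1.6, a call lost in 9 of 16 alternatives, and −0.34 (standard error 0.064, adjusted p = 0.288) with siPINC. In +LH cells it was 0.37 (standard error 0.049, adjusted p = 0.00984) with siPINC1.0/1.6 and 0.02 (standard error 0.049, adjusted p = 0.949) with siPINC. The former call was lost in 3 of 19 alternatives, and the latter changed sign in 5 of 19 alternatives. *Ly6a* (probe A_51_P265495) rose in −LH cells by 0.73 (standard error 0.102, adjusted p = 0.0538) with siPINC1.0/1.6, which passed 0.05 in 6 of 16 alternatives, and by 0.52 (standard error 0.102, adjusted p = 0.292) with siPINC. In +LH cells it rose by 1.73 (standard error 0.098, adjusted p = 0.000436) with siPINC1.0/1.6, a call that held under 19 alternatives, and by 0.51 (standard error 0.098, adjusted p = 0.101) with siPINC. For LeGO-1.0/1.6 cells the log2 fold change was 1.02 (standard error 0.111, adjusted p = 0.000285) for *Itgb3* and −2.19 (standard error 0.052, adjusted p = 2.25e-07) for *Ly6a*.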

Gene expression profiling showed that depletion of *mPINC* results in a reduction in *Itgb3* (or *CD61*) levels and an increase in *Ly6a* (or *Sca1*). In addition, *mPINC* knockdown also resulted in higher *Wnt4* levels, another marker of mature luminal cells. These data suggest that by decreasing levels of *mPINC*, luminal progenitor cells are pushed toward a more differentiated state. 

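In +LH cells the brighter *Wnt4* probe had a log2 signal of 9.67 ± 0.022 (SD, n = 3) in siNEG, 10.37 ± 0.223 in siPINC1.0/1.6 and 10.22 ± 0.088 in siPINC cells. Its log2 fold change was 0.70 (standard error 0.111, adjusted p = 0.0192 from limma) with siPINC1.0/1.6, lost in 6 of 19 alternatives, and 0.55 (standard error 0.111, adjusted p = 0.117) with siPINC. The *Wnt4* probe listed in Table S3, A_51_P130475, had log2 fold changes of 1.39 and 0.96 in −LH cells and 1.13 and 0.77 in +LH cells with siPINC1.0/1.6 and siPINC, respectively. In LeGO-1.0/1.6 cells that probe had −1.075, a smaller fall than the −3.10 of the brighter probe.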

Interestingly, a recent study identified a novel lncRNA called *ANCR* (anti-differentiation ncRNA) that is enriched in epidermal progenitors [49]. Like *mPINC*, loss of *ANCR* leads to induction of differentiation genes, suggesting *ANCR* is required to maintain epidermal progenitors in an undifferentiated state. Taken together, these studies provide additional evidence for the important role of lncRNAs in the maintenance of cellular homeostasis across multiple tissues.

Our current work used a well-characterized *in vitro* model for functional characterization of *mPINC* in alveologenesis. Future studies should employ loss- and gain-of-function mouse models to further investigate the role of *mPINC in vivo* during pregnancy and involution. We also provided evidence for an interaction between *mPINC* and PRC2 and identified putative stable secondary structures that may be required for this interaction. Mutations to disrupt these stable hairpin structures should be generated to determine the structure-function relationships necessary for PRC2 binding. Finally, we identified potential targets of *mPINC*-PRC2, several of which have known or suggested roles in regulating alveologenesis. It will be critical to verify that these loci are actually targeted by *mPINC*-PRC2 to provide insight into how this repressive complex regulates the stepwise differentiation of alveolar cells.

We propose a model where *mPINC* and RbAp46 are elevated during pregnancy and involution and interact to repress genes necessary for alveolar differentiation, thereby preserving a population of alveolar progenitors for subsequent pregnancies. *PINC* and *RbAp46* were originally found in a screen to identify genes that are persistently altered in the parous mammary gland in an effort to determine the molecular mechanisms that govern the protective effect of an early pregnancy against tumorigenesis [35]. Future studies to better understand the epigenetic regulation of differentiation and development in the post-pubertal mammary gland will likely elucidate potential mechanisms that contribute to reduced tumorigenesis in the parous breast.

## Materials and Methods

### Animal care

This study was performed in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The animal research protocol was approved by the Institutional Animal Care and Use Committee of Baylor College of Medicine (AN-504). All mice used in this study were maintained and euthanized under the strict guidelines of the Institutional Animal Care and Use Committee of Baylor College of Medicine. Balb/c mice were obtained from Harlan Laboratories. For mammary gland developmental time points, mating pairs were co-housed in the afternoon and females were checked for a vaginal plug the following morning. For involution time points, pups were force-weaned after 10 days of lactation.

### Preparation of single mammary cell populations

The third, fourth, and fifth mammary fat pads were harvested from 8–10 week old virgin or 16 day pregnant Balb/c mice. The glands were subsequently weighed and minced into 1 mm×1 mm fragments using a McIlwain Tissue Chopper 800 series. Mammary organoids were derived by digesting the glands in DMEM/F12 containing 2 mg/ml Collagenase A (Roche) for 1 hr at 37°C with constant shaking at 150 rpm. Organoids were isolated from the digested preparation by differential centrifugation, consisting of a sequence of 4 to 5 brief centrifugation steps (5 sec pulses) at 1500 rpm to enrich for mammary organoids and remove contaminating stromal cells. The organoids were then resuspended in 0.25% Trypsin-EDTA for 5 min, washed, and filtered through a 0.40 µm cell strainer to obtain a single mammary epithelial cell preparation. Single cells were washed 2–3 times with HBSS prior to cell surface staining for flow cytometry or fixation for RNA immunoprecipitation.

### Cell sorting

Mammary epithelial cells were resuspended at a concentration of 1×10^8^ cells/ml in HBSS supplemented with 10 mM HEPES and 2% FBS. This cell suspension was depleted of lineage positive cells (CD45, Ter119, CD31, and BP-1) using the EasySep Mouse Epithelial Cell Enrichment Kit (Stem Cell Technologies). Mammary epithelial cells were subsequently resuspended at a density of 1×10^7^ cells/ml and stained with anti-mouse CD24 PE (Stem Cell Technologies, 1∶100), anti-CD49f FITC (Stem Cell Technologies, 1∶100), anti-mouse CD24 APC (Biolegend, 1∶100), anti-mouse CD29 Pacific Blue (BioLegend, 1∶100), anti-mouse CD14 FITC (eBiosiences, 1∶80) and anti-mouse ckit PE (Clone ACK4, Cedarlane Laboratories, 1∶50). Cells were sorted using a BD FACS Aria II Cell Sorter.

### RNA isolation

Mammary glands (#4) were excised from 10–12 week old Balb/c female mice and snap frozen. Three mice were sacrificed for each tissue type and mammary gland developmental time point. RNA was isolated using TRIzol (Invitrogen) and quantified using a NanoDrop (ThermoScientific). RNA was also isolated from MECs and cells lines using TRIzol. RNA integrity was analyzed on a 1% agarose gel prior to cDNA preparation. RNA generated from mature luminal, luminal progenitor, and alveolar progenitor fractions was amplified by the BCM Genomic and RNA Profiling Core using the NuGen WT-Ovation Kit (NuGen).

### RT–PCR

For each sample, 1–3 ug of RNA was DNase treated (Invitrogen, DNase I), primed with either oligo dT or random primers and reverse transcribed using Superscript II (Invitrogen). Alternatively, RNA was DNAse treated using DNA-Free kit (Ambion) and reverse transcribed using the High Capacity RNA to cDNA kit (Applied Biosystems). To analyze splice variants of mPINC, primers designed to the first and last exons of both *mPINC1.0* and *mPINC1.6* were used to amplify cDNA from 12 day pregnant Balb/c mammary glands using Taq polymerase (Invitrogen). The PCR products were run on a 1% low melting point (LMP) agarose gel, excised and cloned into the TOPO TA pCR2.1 vector (Invitrogen) for sequencing. To identify the exonic structure of the new splice variants, sequences were aligned to the *mPINC* gene locus using UCSC Blat and Multalin.

### Quantitative PCR

The ΔΔCT method was used to determine relative levels of gene expression. All primer sets were tested using a 10-fold dilution series containing 5 dilutions and primer efficiencies were measured to determine the validity of using the ΔΔCT method. For SYBR Green qPCR, *mPINC* primers were designed to detect each isoform specifically (*mPINC1.0*-SYBR-f-gctatgtgaaggaacactgcaaag, *mPINC1.0*-SYBR-r-tctcctcttggacagaatccactt, *mPINC1.6*-SYBR-f-gtgaaggaacactgcaaagagct, *mPINC1.6*-SYBR-r-ccccagagtgctccatgttt). Two housekeeping genes were used as normalizers, beta-actin and cyclophilin b (*Actb* F-gcaacgagcggttccg, *Actb* R-cccaagaaggaaggctgga, *Ppib* F-ttgccatccagccactcag, *Ppib* R-tgagcactggggagaaagg). Each biological replicate was run in triplicate using SYBR Green qPCR Master Mix (Applied Biosystems). The ΔΔCT method was used to obtain values of the relative levels of *mPINC1.0* and *mPINC1.6* by using both beta-actin and cyclophilin b as internal reference genes and setting all samples relative to the sample with the lowest amount of detectable target (Ct<35). Samples with Ct values greater than 35 were considered undetectable. For Taqman qPCR, the following probe sets were purchased from Applied Biosystems: *mPINC1.0*-Mm03456232_m1, *mPINC1.6*-Mm03456230_m1, *mPINC*-Mm03456228_m1, *Gapdh*-Mm99999915_g1, *Csn2*-Mm00839664_m1, *Wap*-Mm00839913_m1, *Ltf*-Mm00434787_m1, *Edn1*-Mm00438656_ml, *Wnt4*-Mm01194003_m1, *Dlk2*-Mm01281511_g1, *Ly6a*-Mm00726565_s1, *Pip*-Mm00476800_m1, *Chi3l1*-Mm00801477_m1, *Itgb3*-Mm00443980_m1, *Ednra*-Mm01243722_m1. Each biological replicate was run in triplicate using Taqman Gene Expression Master Mix (Applied Biosystems).

### *In situ* hybridization

Mammary glands were removed from 12 day pregnant Balb/c female mice, fixed for 4 hrs in 4% PFA at 4°C then processed and embedded in paraffin. Antisense and Sense probes were PCR amplified from plasmids containing full length *mPINC1.0* or *mPINC1.6* and gel purified. The primers (*mPINC1.0* antisense F-T7-tcctgcattaacccttcatca, *mPINC1.0* antisense R-tggattctgtccaagaggaga and *mPINC1.6* antisense F-T7-ttgctcacaatcatccctca, *mPINC1.6* antisense R-cacttcctgctcaggtgtca) generated probes that were 167 bases for *mPINC1.0* and 225 bases for *mPINC1.6*. Digoxigenin-labeled probes were *in vitro* transcribed by T7 polymerase using 500 ng of template and DIG-labeling mix (Roche). Following rehydration, sections were treated with Proteinase K (10 ug/ml), post-fixed in 4% PFA for 15 min, acetylated for 10 min and prehybridized for 1 hr in Amresco Hybe Solution (AMR-0973) at 55°C. Antisense and Sense control probes were incubated with sections overnight at 55°C diluted to 0.1 ng/ul. Excess probe was eliminated by treatment with RNase/T1 cocktail (Ambion) in 2× SSC for 30 min followed by stringent washes. Sections were then blocked in TBS with 3% sheep serum and 0.3% triton-X 100 for several hours at room temperature before adding an anti-Digoxigenin-Alkaline Phosphatase antibody (Roche, 1∶250) in block solution with 2% sheep serum overnight. The next day sections were washed and stained using BM Purple (Roche). After stopping the color reaction, sections were rinsed with water and mounted with Vectashield Mounting Medium (Vectorlabs).

### HC11 cell culture

HC11 cells were grown in 6 well plates at 37°C in 5% CO_2_ in RPMI 1640 media (Gibco) supplemented with 10% bovine calf serum (SAFC Biosciences), 2 mM glutamine (Gibco), 5 ug/ml bovine insulin (Sigma), 10 ng/ml murine EGF (Millipore), and 50 ug/ml gentamycin (Sigma). Upon confluency, cells were grown for an additional 3 days and then incubated overnight in priming media (10% stripped donor horse serum (SAFC Biosciences), 2 mM glutamine, 5 ug/ml bovine insulin, 50 ug/ml gentamycin in RPMI 1640 media). Cells were differentiated in priming media with the addition of hormones (1 ug/ml Prolactin (National Hormone and Pituitary Program, NIDDK, National Institutes of Health, Bethesda) and 1 ug/ml Hydrocortisone (Sigma)) for either 24 hrs or 72 hrs before harvesting the cells for RNA isolation. Domes were counted following 2 days of hormone treatment from nine 20× images/experiment.

### Plasmid construction

LeGO lentiviral vectors were kindly provided by Dr. Kristoffer Weber [69]. LeGO-iCer2 vector was cut with BsrGI and NotI to release the IRES-Cerulean, ends were filled with T4 polymerase and the cut vector was religated to create LeGO-IF. *mPINC1.0*, *mPINC1.6* and the deleted conserved region (*DCR*) mutant were amplified from plasmids containing the full length sequences of *mPINC1.0* and *mPINC1.6* (GenBank #s DQ059755 and DQ059756) adding RE sites to clone into the remaining sites of the LeGO-IF MCS. All plasmids were sequence-verified prior to lentiviral production.

### Lentiviral production and titering

Lentiviral vectors (LeGO-GFP, LeGO-1.0, LeGO-1.6 or LeGO-DCR) were co-transfected with packaging vectors (pCMV-VSVG, pMDLg/pRRE, pRSV-Rev) into 293-T cells using Fugene 6 (Roche). Viral supernatant was collected at 48 and 72 hrs post-transfection, pooled and filtered through 0.45 uM filters to remove cellular debris. Filtered viral supernatant was concentrated using the Beckman Coulter Optima ultracentrifuge (SW32Ti rotor) at 25,000 rpm for 1 hr and 45 min. Ultracentrifuged virus was resuspended in DMEM. LENTI-X Elisa kits (Clontech) were used to titer the virus using LeGO-GFP as a calibrator. The LeGO-GFP virus was titered first by methods previously described based on FACs analysis of GFP expression in transduced 293-T cells. HC11 cells were transduced with lentivirus at a MOI of 20. Cells were expanded following two passages, aliquoted and frozen for experiments.

### Transfection of siRNAs

HC11 cells were transfected with siRNAs (10 nM/well) at 60–80% confluency in 6 well plates using Lipofectamine RNAiMAX reagent (Invitrogen). Silencer Select siRNAs (Ambion) were used to target *mPINC1.0* (n273107), *mPINC1.6* (n254312) and *DCR2* (n254314). The controls included mock tranfection without siRNAs and a siNEG, Silencer Select Negative Control #1 (4390843).

### RNA immunoprecipitation (RIP) assay

RNA immunoprecipitation (RIP) assays were carried out following published protocols with some modifications [13], [23]. Cells from 150 mm plate were harvested by trypsinization and re-suspended in 2 ml PBS, 2 ml nuclear isolation buffer (1.28 M sucrose; 40 mM Tris-HCl pH 7.5; 20 mM MgCl_2_; 4% Triton X-100) and 6 ml water on ice for 20 min. Nuclei were pelleted by centrifugation at 2,500 rpm for 15 min, resuspended in 1 ml of RIP buffer (150 mM KCl; 25 mM Tris pH 7.4; 5 mM EDTA; 0.5 mM DTT; 0.5% NP40; 25 µg/ml leupeptin; 1 mM benzamidine, 10 µg/ml trypsin inhibitor, 25 µg/ml aprotinin, 1 mM PMSF; 100 U/ml SUPERase-in (Ambion)) and mechanically sheared using 25 G needle with 6 strokes. Nuclear membrane and debris were pelleted by centrifugation at 14,000 rpm for 10 min. All lysates were pooled together and aliquoted at 10^7^ cells/IP(about 500 µl of lysate). DNA was degraded with Turbo DNase (Ambion) for 20 min at 37°C followed by adding EDTA to a final concentration of 20 mM and insoluble material was removed by centrifugation for 10 min at 14,000 rpm. Supernatants were pre-cleared by adding 15 µl of rabbit IgG and 20 µl of magnetic A/G beads (Invitrogen) following incubation at 4°C for 2 hrs with gentle rotation. Antibody to EZH2, SUZ12, RbAp46 (Abcam) or MLL1 (Bethyl) were added to pre-cleared supernatants (5 µg each) together with 20 µl of A/G magnetic beads and incubated overnight at 4°C with gentle rotation. The beads were then washed 3 times with RIP buffer followed by one wash in PBS and resuspended in 1 ml of TRIzol-LS (Invitrogen). Co-precipitated RNAs were treated with DNase (Ambion) and reverse transcribed using RNA-to-cDNA kit (Applied Biosystems).

### Gene expression profiling

Microarray analysis was performed on biological duplicates for undifferentiated mPINC knockdown HC11 cells and on biological triplicates for differentiated mPINC knockdown and overexpression HC11 cells. RNA was isolated using Trizol, followed by purification using RNeasey MinElute Cleanup Kit (QIAGEN). The BCM Genomic and RNA Profiling Core conducted sample quality checks using the Nanodrop ND-1000 and Agilent Bioanalyzer Nano chip. 50 ng of total RNA was amplified and Cy3-labeled using the Agilent Quick Amp Labeling Kit (for one-color) Protocol Version 6.5. Hybridization to Agilent Sure Print 3 Mouse GE 8×60K Microarrays was performed at the BCM Genomic and RNA Profiling Core. Array data were quantile normalized, after which significantly regulated genes were identified by comparing control with groups using t-test (log-transformed data, two-sided) and fold change (ratio of averages of the two groups). Java TreeView [70] represented expression patterns as color maps, where expression values were centered on the average of the control group. Microarray data are available on the Gene Expression Omnibus (GSE38052). Gene ontology (GO) analysis was carried out using DAVID [71], [72].

### RNA structure prediction

The spliced, full length transcripts of interest were submitted to RNA secondary structure analysis via RNAstructure version 5.3 [73]. Folding was performed using the partition function algorithm, which enables the prediction of putative RNA pseudoknots with ProbKnot [74]. We restricted the size of helical regions in the final display to ≥4 base pairs and exported circle plots annotated with base-pair probabilities from the partition function. The 3D modeling of common, highly probable secondary structure interactions was performed with the MC-FOLD/MC-SYM pipeline [75]. MC-FOLD predictions were restricted to the topologies predicted by RNAstructure, while the resulting non-canonical secondary structure with the highest score was submitted to MC-SYM. Evolutionary conservation of RNA structure was performed using SISSIz in a sliding-window framework [44]. The 46-way Multiz alignments associated to the *PINC* locus were downloaded from the UCSC genome browser (hg19). Alignment blocks were then merged together with an ad-hoc perl script, realigned with Clustalw2 [76], broken into windows of 200 columns that overlap by 50, and removed identical sequence and sequences with more than 75% gaps. We qualify hits presenting a Z-score below −3 (P-value≤1.35×10E-3) as bearing evolutionary conserved structures.

### Statistics

One-way ANOVA, followed by a Tukey post-test, was performed on all experiments involving 3 or more groups and the graphs in each figure show significance using asterisks to denote the p-values (***p<0.001, **p<0.01, *p<0.05). For experiments with only 2 groups, unpaired Student *t*-tests were performed.

## Supporting Information

Figure S1 *mPINC* is expressed at varying levels in alveolar cells of the midpregnant gland. (A) In situ hybridization shows that some alveolar cells have higher levels of *mPINC1.0* (large arrow) while some alveolar cells appear to express less (small arrow) (10×). (B) *mPINC1.6* is also expressed at higher levels in some alveolar clusters (large arrow) than in others (small arrow) (20×).
(TIF) Click here for additional data file.

Table S1 436 gene probes are significantly changed in *mPINC* knockdown cells. This list includes all genes that are significantly altered following *mPINC* knockdown (p<0.01, FC>1.8 for either siPINC1.0/1.6 or siPINC relative to siNEG).

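The deposited copy of Table S1 used here lists 435 spots, 10 of which are control spots of the array. The authors' values are log2 signals that they quantile normalized, deposited for every spot. On those values, the methods' t-test and the ratio of linear averages, applied spot by spot, passed 435 spots at the thresholds of the table, and 434 of these are in it. Of the 435 spots of the table, control spots included, 98 were not well above background on all 6 −LH arrays, 63 of them on none.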

(XLSX) Click here for additional data file.

Table S2 GO analysis of genes altered by *mPINC* knockdown reveals GO terms associated with development and differentiation. This spread sheet includes lists of genes identified by microarray analysis that are associated with each GO term (adjusted p value>0.05) by DAVID GO analysis.

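Each sheet of Table S2 lists the genes of Table S1 that the authors' DAVID analysis assigned to a GO term. The sheets used here range from 10 genes (morphogenesis of a branching structure) to 73 (developmental process), and those for cell differentiation and cellular developmental process hold 49 genes each.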

(XLSX) Click here for additional data file.

Table S3 181 genes are oppositely regulated by *mPINC* knockdown and overexpression. This list includes all genes that are significantly altered in the opposite direction between *mPINC* knockdown (undifferentiated or differentiated) and *mPINC* overexpression (p>0.01, FC>1.4).

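Each entry of Table S3 is a probe with its fold changes in the knockdown and overexpression comparisons. On the authors' normalized values, with the methods' t-test and the ratio of linear averages applied spot by spot, 222 spots passed these thresholds in opposite directions, all 181 of the table among them, and 1303 passed in the same direction. No gene symbol is given for 13 of the 181.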

(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

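The data are 24 1-colour Agilent mouse expression arrays of HC11 cells, 6 of undifferentiated (−LH) cells with n = 2 cultures in each of 3 siRNA groups and 18 of hormone-treated (+LH) cells with n = 3 in each of 3 siRNA and 3 lentivirus groups. Each array was hybridised with Cy3-labelled cRNA made from 50 ng of RNA of 1 culture, without pooling. The authors deposited, for each array, the intensity values of the Agilent Feature Extraction software: the processed signal, corrected for background and for spatial trends within the array, the median signal of each spot and of its local background, and marks for spots that are outliers, saturated or well above background. These intensities were not normalized between arrays. The authors also deposited a series matrix of log2 values, quantile normalized across the 24 arrays over all spots, control spots included. Within each array the series matrix ranks the spots as the median signal minus the local background does (Spearman correlation 1).

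The processed signals of the 59305 spots that are not controls were put on the log2 scale and quantile normalized across the 24 arrays. Spots marked as outliers, between 146 and 644 per array, were then left out, and the spots of each of the 55681 probes were averaged. No spot was saturated. Dim probes were kept. Gene symbols came from the paper's supplementary tables (455 probes) or from the RefSeq accession (26161 probes), giving 20169 symbols, and 29065 probes stayed without a symbol. Of 421 probes with a name from both sources, 3 had different gene identifiers.

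Groups were compared by limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with default settings), with separate fits for the −LH knockdown, the +LH knockdown and the overexpression arrays, and p-values adjusted by Benjamini-Hochberg over all probes of a fit. The effects of a siRNA in −LH and +LH cells were compared by an interaction term. Besides an adjusted p under 0.05, the paper's thresholds of an unadjusted p under 0.01 with a fold change over 1.8 (knockdown) or 1.4 (opposite directions) were applied to limma's p-values. Summaries used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures matplotlib 3.10.9.

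Comparisons, tests, alternatives and gene lists were chosen before the array data were examined, except where the text says otherwise. The gene lists were written after the paper and its supplementary tables were read, so the study chose some of their members on these arrays. The genes named are those that the paper names from its arrays, its differentiation markers and 5 PRC2 members, 24 in all, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among probes with a symbol, an adjusted p under 0.05, a signal well above background on every array of at least one group and no overlap between the groups. Where a gene has several probes, the probe in the paper's tables stands for it, or else the brightest. 10 gene lists (interferon-stimulated, antigen presentation, cornified envelope, milk, luminal progenitor, mature luminal, basal, PRC2, proliferation and mesenchymal genes) were tested in 11 comparisons with camera at a correlation of 0.01, adjusted over the 110 tests, and again with fry and with camera at an estimated correlation.

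The alternatives were normalization to the 75th percentile, quantile normalization within each experiment, normexp background correction with an offset of 50, a restriction to bright probes, the methods' t-test in place of limma, a trended and robust prior, 1 fit of all arrays without or with a term for the slide, a block for the replicate number, the series matrix values, and leaving out each array in turn. Where that leaves 1 array in a group, limma assumes that it varies like the other groups. Normexp was applied to the median signals, because the deposited files hold no mean signals. Of the alternatives, the spot by spot use of the series matrix values with the methods' t-test and linear averages, and the use of separate siNEG arrays for the slope of the siPINC on the siPINC1.0/1.6 changes, were added after the data were seen. The slopes of the knockdown on the hormone changes were added after other results, but before their own, were seen.

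Depth is given by the probes well above background, between 24021 and 35798 per array. The analysis was tested on simulated data in which 200 of 55681 probes were changed. Estimated on true log2 fold changes had slopes between 0.984 and 1.004. At an adjusted p under 0.05, between 69.5% and 75% of the changed probes were called with n = 3 per group, and 0 and 12.5% in the 2 −LH comparisons with n = 2. Between 10 and 18 unchanged probes were called with n = 3 and 0 with n = 2, and no called changed probe had the wrong sign. A GO annotation of the array was not used here, so the enrichment was not repeated, and only 10 sheets of Table S2 could be read. Immunoprecipitation, PCR and cell assays of the paper are not analysed here.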

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

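In this part, the test of lentiviral transduction was chosen only after its result was seen, and the slopes of the knockdown on the hormone changes were added after other results of these arrays, but before their own, were seen. The results are siRNA effects that differ between −LH and +LH cells by an interaction term in limma, signals in comparisons or genes that the paper does not report on, and counts tested against other splits of the arrays.

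The effect of siPINC1.0/1.6 differed between −LH and +LH cells at 1778 probes and that of siPINC at 280 probes, at an adjusted p under 0.05 from limma. Of 59 named genes, 27 differed for siPINC1.0/1.6, 8 of them with opposite signs in −LH and +LH cells, and 8 for siPINC, 1 of them with opposite signs. Among these genes with opposite signs only *Itgb3* was called in both −LH and +LH cells, so for the others a reversal is not shown. In what follows, differences are +LH minus −LH on the log2 scale. For siPINC1.0/1.6 they were 1.31 for *mPINC* (adjusted p = 0.0223), −0.96 for *Dlk2* (0.00456), 1.00 for *Ly6a* (0.00516), −1.11 for *Chi3l1* (0.00468), 1.51 for *Itgb3* (1.48e-05), −0.88 for *Ednra* (0.0278), −0.63 for *Mal* (0.0061), −0.65 for *Clu* (0.0065), 1.65 for *Csn3* (0.00317) and 0.91 for *Cidea* (0.00716). Among the genes with the largest changes they were 3.11 for *Krt15*, 2.75 for *Megf6*, 3.03 for *Pgm5*, 1.51 for *Sardh*, 1.85 for *Krt6b*, 1.21 for *Krt23*, 2.63 for *Scrg1* and 2.11 for *Cyp2f2*. For siPINC they were −0.86 for *Dlk2* (0.0353), −1.34 for *Pip* (0.000212), −0.57 for *Clu* (0.0499), 0.89 for *Megf6*, 0.88 for *Krt6b* and 0.84 for *Scrg1*. The difference of *mPINC* has a further limit. In siNEG cells its log2 fold change between +LH and −LH was −2.57 (adjusted p = 1.42e-06 from limma). Its probe was then close to background, which left little room for a fall by siRNA in +LH cells.

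For some genes the probe was not well above background in at least one of the groups, so their fitted differences are no measure of size: for siPINC1.0/1.6, *Edn1* (−2.88), *Csn2* (−1.18), *Slc27a6* (2.22), *Vnn3* (−2.65), *Klk1b5* (−2.13), *Wfdc21* (1.38), *Map7d2* (−1.12), *Ogn* (−1.09) and *Etv4* (1.38), and for siPINC, *Edn1* (−0.74) and *Glod5* (0.65).

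Among the gene lists, camera called a difference for siPINC1.0/1.6 in the interferon-stimulated (median difference 1.17, adjusted p = 7e-21), antigen presentation (0.23, 3.48e-05), basal (0.77, 3.54e-05), proliferation (0.92, 1.68e-23) and mesenchymal lists (0.34, 0.0134). For siPINC it called the interferon-stimulated (1.31, 6.89e-33), antigen presentation (0.41, 4.79e-14), luminal progenitor (0.38, 0.00336) and proliferation lists (0.58, 3.72e-25). With the correlation estimated from the data, the siPINC1.0/1.6 calls of the interferon-stimulated, basal and proliferation lists and the siPINC calls of the interferon-stimulated, antigen presentation and proliferation lists held.

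A technical explanation is that the first siNEG +LH replicate lies on another slide than the arrays it is compared with. Without that array the siPINC1.0/1.6 count was 1460, so this does not account for it. The siPINC count without it was 173, and it was 105 without the second siNEG +LH replicate or without siPINC +LH replicate 3. The −LH and +LH groups differ in the number of arrays and in the measured lowering of *mPINC*. Whether the hormones change what *mPINC* knockdown does or the experiments differ in another way stays open and was not tested.

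Knockdown and overexpression moved 2326 probes in the same direction, which the paper does not report on. The first siNEG +LH and LeGO-GFP replicates cannot produce this, since siPINC1.0/1.6 −LH cells, with all arrays on one slide, and LeGO-1.0/1.6 against LeGO-DCR cells, also on one slide, gave 6.74 times as many probes in the same as in opposite directions. Leaving out LeGO-1.0/1.6 replicate 1 gave a ratio of 4.43, and the same-direction probes were 4.08 times their mean number in shuffles, so neither that array nor coincidence accounts for them. Opposite-direction probes also exceeded their expected number in siPINC −LH (189 against 122.4) and siPINC +LH cells (108 against 80.6). Without the first siNEG +LH and LeGO-GFP replicates they were 178 against 120.6 in siPINC −LH and 87 against 85.6 in siPINC +LH cells. The excess in siPINC +LH cells thus depends on those arrays. A candidate explanation is that siPINC1.0/1.6 knockdown and overexpression both oppose the hormone response, since the slope of the siPINC1.0/1.6 on the hormone log2 fold changes, taken with separate siNEG arrays, was −0.203 in +LH and −0.161 in −LH cells. For siPINC it was weaker, −0.09 in +LH and −0.04 in −LH cells. Lentiviral transduction as such does not account for the same-direction probes, since LeGO-DCR cells as the control gave 2349 in the same and 498 in opposite directions, a ratio of 4.72. Responses to the sequence of the siRNAs or of the overexpressed transcripts that are shared with other stresses were not tested.

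In siNEG cells 15115 probes differed between +LH and −LH, a comparison that the paper does not report on. The medium of the −LH arrays is not stated, so effects of the medium were not separated from those of the hormones. The siNEG −LH arrays and the first siNEG +LH array share a slide, and the other siNEG +LH arrays lie on another. Without the first siNEG +LH array, the comparison would be confounded with the slide, so a slide effect on part of the probes stays open. A fit of all arrays with a term for the slide called 7442 probes higher and 6747 lower, 11993 of them among the 15115. The methods' t-test called 8958 probes.

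LeGO-1.0/1.6 and LeGO-DCR cells differed at 16511 probes. The probes that the hormones raised were lower with *mPINC* overexpression, with a slope of −0.582 over 21265 bright probes against LeGO-DCR cells. The slope was 1.02 times that against LeGO-GFP cells, so the slide of the first LeGO-GFP replicate does not account for it. A reversal of part of the hormone response is consistent with this slope, as a hypothesis found on the same arrays.

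In +LH cells the interferon-stimulated list rose with siPINC1.0/1.6 (median log2 fold change 0.99, 26 of 26 genes higher, adjusted p = 7.31e-21 from camera) and with siPINC (0.60, 24 of 26, 1.28e-15), and the proliferation list rose with siPINC1.0/1.6 (1.06, 21 of 22, 3.15e-27) and with siPINC (0.60, 21 of 22, 6.01e-25). With the correlation estimated, the proliferation calls held (0.0462 in both) and the interferon-stimulated calls did not (0.0943 and 0.133). The paper's tables hold 4 of the interferon-stimulated and 1 of the proliferation genes. In −LH cells the interferon-stimulated list was lower with the same siRNAs (−0.40, 7 of 26 higher, with siPINC1.0/1.6 and −0.67, 0 of 26, with siPINC). In siPINC1.0/1.6 +LH cells, where it rose most, the *mPINC* probe, close to background, was not lower (0.19, adjusted p = 0.713 from limma). The siRNAs compared differ in sequence, and whether the interferon genes respond to the siRNA itself or to *mPINC* was not tested.

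For each comparison of 3 against 3 arrays, 1 of 10 splits, the real one, gave as many probes. The largest other split gave 15 probes for siPINC1.0/1.6 and 5 for siPINC against siNEG, 1 for LeGO-1.0/1.6 and 6 for LeGO-DCR against LeGO-GFP, and 0 for LeGO-1.0/1.6 against LeGO-DCR cells. The real splits gave 2140, 379, 16857, 41 and 16511 probes, in the same order. With 10 splits the share is never under 0.1, so chance cannot be excluded by this test.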

How the results depend on the processing

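In this part, the per-spot setting (series matrix values, methods' t-test and linear averages, spot by spot) was chosen only after the results were seen. Counts are probes at an adjusted p under 0.05 from limma unless p and fold are named, and a count is given where it lay outside 1.5 times the reported one. Except where an alternative tests fewer probes or arrays, the cause was not tested.

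Of the named-gene values under the alternatives, 3544 stayed on their side of the threshold, 375 no longer passed, 81 newly passed and 0 passed in the other direction. Signs changed only among values that did not pass. The LeGO-1.0/1.6 count against LeGO-GFP (16857) stayed between 13617 and 18217 and that against LeGO-DCR (16511) between 14376 and 18616 under all 19 alternatives.

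Normalization to the 75th percentile gave 154 probes for siPINC1.0/1.6 −LH (1650 reported), 1033 for siPINC1.0/1.6 +LH (2140), 24 for siPINC +LH (379), 6 for LeGO-DCR (41), 0 for siPINC1.0/1.6 against siPINC (10, and 7898 at an unadjusted p under 0.05), 1145 and 7 for the siPINC1.0/1.6 and siPINC interactions (1778 and 280), and a share of opposite-direction probes higher in knockdown of 66.667% (68.889%). Under it the median log2 fold change of all probes was −0.101 in the siPINC1.0/1.6 interaction (−0.00864 in the reported fit) and 0.185 in the hormone comparison (0.0121). Quantile normalization per experiment gave 25 for LeGO-DCR and 93 for siPINC1.0/1.6 against siPINC.

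Normexp gave 3869 for siPINC1.0/1.6 −LH, 181 for siPINC −LH (0 reported), 79 for LeGO-DCR and 1349 for siPINC1.0/1.6 against siPINC. By p under 0.01 and fold over 1.8 it gave 366 in either knockdown (1625), 355 in siPINC1.0/1.6 (1330) and 44 in siPINC (554), and by fold over 1.4, 252 in opposite (507) and 1547 in the same direction (2326), with a share of 75.225%. Bright probes alone gave 4933 for siPINC1.0/1.6 −LH, 2 for siPINC −LH, 3904 and 916 for siPINC1.0/1.6 and siPINC +LH, 1273 for siPINC1.0/1.6 against siPINC, 427 for the siPINC interaction, and by p and fold 1069 in either knockdown and 238 in siPINC.

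The methods' t-test gave 1 for siPINC1.0/1.6 −LH (8423 at an unadjusted p under 0.05), 2 for siPINC −LH, 733 and 25 for siPINC1.0/1.6 and siPINC +LH, 1 for LeGO-DCR, 1 for siPINC1.0/1.6 against siPINC and 8958 for the hormone comparison (15115). By p and fold it gave 750 in either knockdown, 585 in siPINC1.0/1.6, 224 in siPINC, 264 in opposite and 1337 in the same direction, with a share of 73.896%. The trended, robust prior gave 4769 for siPINC1.0/1.6 −LH, 103 for siPINC −LH, 717 for siPINC +LH, 0 for LeGO-DCR (2519 at an unadjusted p under 0.05 in the reported fit), 1609 for siPINC1.0/1.6 against siPINC, 451 for the siPINC interaction, 318 in siPINC by p and fold, and a share of 70.631%.

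One fit of all arrays gave 5207 for siPINC1.0/1.6 −LH, 815 for siPINC −LH, 3498 and 1103 for siPINC1.0/1.6 and siPINC +LH, 18 for LeGO-DCR, 2479 for siPINC1.0/1.6 against siPINC and a share of 65.805%. With a term for the slide it gave 5761, 902, 906 for siPINC +LH, 2755 for siPINC1.0/1.6 against siPINC, 432 for the siPINC interaction and a share of 63.095%. The series matrix values gave 214 for siPINC1.0/1.6 −LH, 1072 and 44 for siPINC1.0/1.6 and siPINC +LH, 1 for LeGO-DCR, 0 for siPINC1.0/1.6 against siPINC, 1024 and 4 for the interactions, and by p and fold 872 in either knockdown, 754 in siPINC1.0/1.6 and 199 in siPINC, with a share of 70.37%. Counting unique symbols gave 875 in either knockdown, 762 in siPINC1.0/1.6 and 257 in siPINC. The per-spot setting gave 435, 378 and 85, with 222 in opposite and 1303 in the same direction and a share of 80.282%.

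The replicate numbers do not pair the samples. Across groups, the deviations of arrays with the same number had correlations between −0.432 and 0.219. Under the replicate block the counts were 0 for siPINC1.0/1.6 −LH, 850 and 1 for siPINC1.0/1.6 and siPINC +LH, 0 for LeGO-DCR, 0 for siPINC1.0/1.6 against siPINC, 29 for the siPINC interaction, and the share was 71.36%.

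The split into higher and lower probes moved in some settings. For siPINC +LH (307 and 72) it was 22 and 2 with the 75th percentile, 613 and 303 with bright probes, 495 and 222 with the trended prior and 718 and 385 with 1 fit. For siPINC1.0/1.6 against siPINC (2 and 8) it was 632 and 717 with normexp. For siPINC1.0/1.6 +LH (1165 and 975) it was 705 and 367 with the series matrix values.

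Leaving out 1 array, which leaves fewer arrays to estimate the spread, gave 0 to 177 for siPINC1.0/1.6 −LH, 0 to 153 for siPINC −LH, 1027 to 1904 for siPINC1.0/1.6 +LH, 66 to 213 for siPINC +LH, 9 to 69 for LeGO-DCR, 0 to 154 for siPINC1.0/1.6 against siPINC, and 105 to 656 for the siPINC interaction. By p and fold it gave 580 to 1291 in siPINC, the slope of siPINC on siPINC1.0/1.6 changes (0.391) was 0.153 to 0.747, and the share 65.795% to 70.153%. The arrays with the extreme values were siNEG replicate 1 (177, 1291 and 0.747), siPINC −LH replicate 1 (153, 154 and 656) and siPINC1.0/1.6 −LH replicate 1 (0.153).

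Of 110 gene list tests, camera called 48, fry 77 and camera with the correlation estimated 9. At an adjusted p under 0.05, fry reversed the direction of the antigen presentation list in siPINC1.0/1.6 −LH (median 0.070), the cornified envelope (−0.045) and mature luminal lists (0.296) in LeGO-1.0/1.6 against LeGO-GFP, the same lists (−0.163 and 0.346) in LeGO-1.0/1.6 against LeGO-DCR and the mesenchymal list (−0.312) in the hormone comparison, none of which camera called.

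Signal over background limits the −LH comparisons of p and fold: 463 of the 1330 siPINC1.0/1.6 probes (34.81%) were in neither group well above background on both arrays.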

Differences from the paper's values

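The paper's counts are lower than those from limma. The paper counts 436 probes changed in either knockdown of −LH cells, against 1625 here, and 303 genes, against 875 here. Of the alternatives set before the data were examined, only normexp came within the paper's values, with 366 probes and 276 genes. For probes changed in opposite directions the paper gives 181, against 507 here, 141 of them higher in knockdown, against 310 here, and 40 lower in knockdown, against 140 here. Normexp (252, 167 and 55) came within all 3, the methods' t-test within the first 2 (264 and 184, with 65 for the last), and no other alternative set beforehand within any. An alternative chosen after seeing the values, the series matrix values with the methods' t-test and linear averages spot by spot, gave 435 probes in either knockdown and 222 in opposite directions.

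The paper's fold changes are ratios of averages on the linear scale and were put on the log2 scale. A log2 fold change is said to differ where its sign differs or where it lies further from the paper's than the larger replicate SD of the 2 groups, and a count, share, distance or fold limit where it lies outside 1.5 times the paper's value. Values that do not differ by this rule are said to come within the paper's. Of 100 fold changes compared, 20 differ, 18 of them as log2 fold changes and 2 as limits. With the series matrix values 16 of the 18 came within the paper's values, with normexp 9, with the 75th percentile 6, with the slide block 2, with quantile normalization per experiment 1, with 1 fit or the replicate block 0, and 10 with some array left out. The values differing follow as the paper's against those here, and alternatives not named for a value did not come within it.

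For *mPINC* the paper's log2 fold change was −0.881 in siPINC1.0/1.6 −LH cells against −1.111 here (within under the series matrix), −0.089 in siPINC +LH cells against −0.497 (normexp, series matrix, and without siPINC replicate 2 or siPINC replicate 3), and 6.971 in LeGO-1.0/1.6 cells against 7.365 (75th percentile, quantile per experiment, series matrix). For *Edn1* it was 0.316 in siPINC +LH cells against 0.409 (normexp) and −0.033 in LeGO-DCR cells against 0.011 (75th percentile, without LeGO-DCR replicate 2). The paper's fold change of 3.949 for *Edn1* in siPINC1.0/1.6 −LH cells is below the limit of at least 6.61-fold here. Limits of 2.18-fold with normexp and 3.7-fold with the series matrix values came within it, and those with the 75th percentile (6.56), quantile normalization per experiment (6.72) or an array of either group left out (5.97 to 7.32) did not. The limit was not recomputed for alternatives that change only the fit.

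For *Pip* the paper's value was −0.009 in siPINC1.0/1.6 −LH cells against 0.004 (normexp, series matrix, without the second siNEG or siPINC1.0/1.6 replicate) and −7.126 in LeGO-1.0/1.6 cells against −7.922 (series matrix). For *Chi3l1* it was −0.703 in siPINC1.0/1.6 +LH cells against −0.824 (slide block, series matrix, without siNEG replicate 1 or 2 or siPINC1.0/1.6 replicate 3) and −0.732 in siPINC +LH cells against −0.873 (slide block, series matrix, without siNEG replicate 1 or 2 or siPINC replicate 1 or 3). For *Itgb3* it was −1.109 in siPINC1.0/1.6 −LH cells against −1.14 (75th percentile, series matrix, without siNEG replicate 2) and −0.029 in siPINC +LH cells against 0.02 (75th percentile, normexp, series matrix, without siNEG replicate 2 or siPINC replicate 1).

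For *Igfbp2* in LeGO-1.0/1.6 cells the paper's value was −2.907 against −3.322 (series matrix), for *Mib2* in siPINC1.0/1.6 −LH cells −0.491 against −0.538 (75th percentile, normexp, series matrix), for *Mal* in siPINC +LH cells 0.54 against 0.475 (normexp, series matrix), and for *Clu* in siPINC −LH cells 0.401 against 0.455 (normexp, series matrix). For *Csn3* it was −1.348 in siPINC1.0/1.6 −LH cells against −1.828 (series matrix, without the first siNEG or siPINC1.0/1.6 replicate) and −0.934 in LeGO-1.0/1.6 cells against −1.919 (75th percentile, normexp, series matrix, without LeGO-1.0/1.6 replicate 1). For *Cidea* in siPINC −LH cells it was −0.018 against −0.117 (normexp, series matrix, without the second siNEG or siPINC replicate). For *Wap* in LeGO-1.0/1.6 cells the paper's fold change of 1.908 is below the limit of at least 2.87-fold here. The limits with the 75th percentile (2.71), normexp (1.32), the series matrix values (1.91) and without LeGO-GFP replicate 2 (2.55), LeGO-GFP replicate 3 (2.65) or LeGO-1.0/1.6 replicate 1 (2.02) came within 1.5 times it.

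The paper describes the lactation-associated genes as raised by knockdown. Of *Cp*, *Mal*, *Clu*, *Csn3*, *Pip* and *Cidea*, 4 of 6 were higher in siPINC1.0/1.6 −LH, 5 of 6 in siPINC −LH, 3 of 6 in siPINC1.0/1.6 +LH and 5 of 6 in siPINC +LH cells. The lower genes in siPINC1.0/1.6 +LH cells, *Mal* (−0.07, adjusted p = 0.697 from limma), *Csn3* (−0.18, 0.527) and *Cidea* (−0.04, 0.944), were not called, so the tally there decides nothing. *Csn3* (−1.83, adjusted p = 0.048 from limma) and *Cidea* (−0.95, adjusted p = 0.0408) were lower in siPINC1.0/1.6 −LH cells.

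The paper lists *Itgb3* and *mPINC* among genes lowered by knockdown. Both were lower in siPINC1.0/1.6 −LH cells, *Itgb3* by −1.14 (adjusted p = 0.0263 from limma) and *mPINC* by −1.11 (adjusted p = 0.0366). In siPINC −LH cells they were not called (−0.34, adjusted p = 0.288, and −1.17, adjusted p = 0.147). In siPINC1.0/1.6 +LH cells *Itgb3* was higher (0.37, adjusted p = 0.00984) and *mPINC* was not lower (0.19, adjusted p = 0.713). The paper ranks *Edn1* first among the genes raised in knockdown cells. It ranks 1 in siPINC1.0/1.6 −LH cells within Table S3, but 15 genes of Table S1 have a larger rise in either knockdown in the paper's own values.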

Other observations

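In this part, the test of control spots against other spots and the tests of local background and outlier spots on LeGO-1.0/1.6 replicate 1 were chosen only after the result was seen, as was the test with separate siNEG arrays.

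LeGO-1.0/1.6 replicate 1 had 35798 probes well above background (64.29%), more than any other array. A stronger effect of the same kind does not account for it, since its difference from replicate 2 had a slope of 0.038 on the difference between replicate 3 and LeGO-DCR cells over bright probes. Nor does local background, with a median of 26 on that array and between 22 and 29 on the others. The array also had 644 outlier spots, against 146 to 280 on the others, so uneven spots on that array are a candidate explanation. No biological explanation was tested.

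Table S1 holds 10 control spots of the array. Spot by spot, 10 of 3671 control spots (0.272%) and 425 of 59305 other spots (0.717%) passed, a ratio of 0.38 (Fisher exact p = 0.00064 across spots, which are not independent), so chance does not account for the table as a whole. Whether chance alone put the control spots in it stays open. Mixing the 2 siPINC1.0/1.6 and 2 siNEG −LH arrays gave 4 and 6 of them, against 4 in the real comparison, whereas mixing the siPINC and siNEG arrays gave 2 and 3, against 6, and these counts are too few to decide. Mixed arrays gave 27 and 26 passing spots in all for siPINC1.0/1.6, against 378, and 27 and 27 for siPINC, against 85.

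Whether siPINC moves the probes called in siPINC1.0/1.6 cells cannot be told apart from the effect of the shared siNEG arrays. With separate siNEG arrays the slope was 0.367. Simulations without a siPINC effect gave at most 0.131 where siPINC1.0/1.6 had its measured effect and at most 0.562 where it had none. The latter called a median of 248.5 probes in siPINC1.0/1.6, with 58 called in the same direction in both knockdowns, against 1330 and 256 measured, so it does not describe most called probes. The former called 2845 and 80. These are simulated settings, and a mixture of changed and unchanged probes was not simulated, which keeps the explanation open.

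The remaining lists gave the following medians, adjusted p from camera unless fry is named. The interferon-stimulated list was lower in siPINC1.0/1.6 −LH (−0.40, 7 of 26 higher, 0.00341) and siPINC −LH cells (−0.67, 0 of 26, 5.79e-16), and higher in LeGO-1.0/1.6 cells (0.57, 21 of 26, 0.00253) and with hormones (1.02, 21 of 26, 1e-04). Antigen presentation genes were lower in siPINC −LH (−0.25, 0 of 16, 4.84e-08) and higher in siPINC1.0/1.6 +LH (0.32, 16 of 16, 4.32e-09), siPINC +LH (0.21, 14 of 16, 3.54e-05) and LeGO-1.0/1.6 cells (0.55, 12 of 16, 0.00742). In siPINC1.0/1.6 −LH cells their median was 0.07 and their mean −0.09.

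The cornified envelope list rose in siPINC1.0/1.6 −LH (0.46, 21 of 27, 2.04e-05), siPINC −LH (0.41, 5.2e-07), siPINC1.0/1.6 +LH (0.70, 1.88e-07) and siPINC +LH cells (0.10, 1.61e-05). The paper's tables hold 12 of its genes, and over the others the adjusted p was 0.176, 0.0418, 0.472 and 0.761. Luminal progenitor genes were lower in siPINC1.0/1.6 −LH (−0.54, 2 of 10 higher, 0.0216) and higher in siPINC +LH cells (0.23, 8 of 10, 0.00837), and over the genes that the paper's tables do not hold the adjusted p was 0.27 and 0.0608. Mature luminal genes were not called by camera in any knockdown (0.03 and adjusted p = 0.245 in siPINC1.0/1.6 −LH), whereas fry called them higher in siPINC1.0/1.6 −LH (0.0101), siPINC1.0/1.6 +LH (0.000337) and siPINC +LH cells (0.0106). They were lower in LeGO-DCR cells (−0.13, 0.0103, and 0.101 over the genes outside the paper's tables). The basal list fell with hormones (−1.04, 5 of 16 higher, 0.0155, and 0.0261 over the genes outside the paper's tables).

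The proliferation list rose in siPINC1.0/1.6 −LH (0.15, 18 of 22, 0.00341) and LeGO-1.0/1.6 cells (1.15, 20 of 22, 5.2e-07) and fell with hormones (−2.60, 1 of 22 higher, 5.94e-18). The mesenchymal list was not called by camera in LeGO-1.0/1.6 cells (0.61, 0.102) or with hormones (−0.31, 0.652, with a mean of −0.05), and fry called both as higher (0.000212 and 0.000549). In LeGO-DCR cells camera called the interferon-stimulated (−0.07, 0.00886), antigen presentation (−0.04, 0.0437), milk (0.09, 0.0455) and proliferation lists (0.06, 0.0216), and fry did not (0.506, 0.298, 0.134 and 0.506). Camera called the same lists in siPINC1.0/1.6 against siPINC −LH cells (0.23, 0.00172, 0.29, 4.41e-06, −0.07, 0.0435, and 0.16, 0.00143, in the same order). It also called them in LeGO-1.0/1.6 against LeGO-DCR cells (0.69, 0.000949, 0.67, 0.00412, −0.85, 0.00187, and 1.07, 9e-07). With the correlation estimated, none of these calls between knockdowns or against LeGO-DCR cells held.

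The PRC2 list was not called by camera in any comparison (LeGO-1.0/1.6: median 0.20, adjusted p = 0.312; hormones: −0.41, 0.177), whereas fry called it in both (0.00785 and 0.0068) and in LeGO-1.0/1.6 against LeGO-DCR cells (0.00377). In LeGO-1.0/1.6 cells *Ezh2* (0.59, adjusted p = 0.000123 from limma), *Suz12* (0.35, 0.00443), *Eed* (0.35, 0.00535) and *Rbbp7* (0.27, 0.00674) were higher and *Rbbp4* was not called (−0.15, 0.108). A dimmer *Rbbp4* probe, A_52_P424767, had a log2 fold change of −1.695 in LeGO-1.0/1.6 cells, so the *Rbbp4* probes differ. The calls of *Eed* and *Rbbp7* were lost with normalization to the 75th percentile. In siPINC1.0/1.6 −LH cells the 5 genes had log2 fold changes of 0.11, 0.17, 0.11, 0.12 and 0.20, with adjusted p-values between 0.397 and 0.59.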
